# Genetic encoding of an esophageal motor circuit

**DOI:** 10.1016/j.celrep.2022.110962

**Published:** 2022-06-14

**Authors:** Tatiana C. Coverdell, Ruei-Jen Abraham-Fan, Chen Wu, Stephen B.G. Abbott, John N. Campbell

## Abstract

Motor control of the striated esophagus originates in the nucleus ambiguus (nAmb), a vagal motor nucleus that also contains upper airway motor neurons and parasympathetic preganglionic neurons for the heart and lungs. We disambiguate nAmb neurons based on their genome-wide expression profiles, efferent circuitry, and ability to control esophageal muscles. Our single-cell RNA sequencing analysis predicts three molecularly distinct nAmb neuron subtypes and annotates them by subtype-specific marker genes: *Crhr2, Vipr2*, and *Adcyap1*. Mapping the axon projections of the nAmb neuron subtypes reveals that Crhr2^nAmb^ neurons innervate the esophagus, raising the possibility that they control esophageal muscle function. Accordingly, focal optogenetic stimulation of cholinergic *Crhr2*^+^ fibers in the esophagus results in contractions. Activating Crhr2^nAmb^ neurons has no effect on heart rate, a key parasympathetic function of the nAmb, whereas activating all of the nAmb neurons robustly suppresses heart rate. Together, these results reveal a genetically defined circuit for motor control of the esophagus.

## In brief

Primary motor neurons for the esophagus reside in the nucleus ambiguus (nAmb) of the hindbrain, but little is known about their molecular identity. Coverdell et al. find that the nAmb comprises three molecularly and anatomically distinct neuron subtypes, one of which selectively innervates and can contract esophageal muscle.

## INTRODUCTION

Primary motor neurons for the striated esophagus reside in the nucleus ambiguus (nAmb), an evolutionarily conserved vagal nucleus that also provides motor input to laryngeal and pharyngeal muscles (Bieger and Hopkins, 1987; Holstege et al., 1983; Lawn, 1966; Powley et al., 2013; Taylor et al., 1999, 2014). nAmb neurons innervating the esophagus, larynx, and pharynx, together known as special visceral efferent (SVE) neurons, are largely distinct in their anatomy and function (Bieger and Hopkins, 1987; Holstege et al., 1983; McGovern and Mazzone, 2010; Nunez-Abades et al., 1992). In addition to its motor neurons, the nAmb contains parasympathetic pre-ganglionic neurons, also known as general visceral efferent (GVE) neurons. These GVE neurons control smooth and cardiac muscles of the cardiorespiratory system (Mazzone and Canning, 2013; McAllen and Spyer, 1978; Nosaka et al., 1979). The cellular heterogeneity of the nAmb has made it difficult to isolate the esophageal motor neurons experimentally, limiting what is known about their molecular identity and organization.

Neuron subtypes can be classified based on differentially expressed genes, which can then be leveraged to access and genetically manipulate each subtype. We used this approach to identify nAmb neuron subtypes and generate hypotheses about their roles in esophageal control. Targeting each nAmb neuron subtype with intersectional genetic strategies, we then tested our hypotheses by (1) mapping the axon projections of the subtypes to the upper airways and esophagus and (2) optogenetically activating the subtypes *in vivo* to assess their control of esophageal muscle and heart rate. Our studies uncovered one molecular subtype of nAmb neurons that selectively innervates the esophagus. Activating these neurons caused esophageal contractions but did not affect heart rate. Together, our results suggest a genetic logic to the organization of the nAmb and identify its esophageal motor neurons by their gene expression, anatomy, and function.

## RESULTS

### Molecular identification of nAmb neuron subtypes

To identify nAmb neuron subtypes in mice, we profiled their genome-wide mRNA expression by single-nuclei RNA sequencing, sNuc-seq (Habib et al., 2016; Tao et al., 2021; Todd et al., 2020). To enrich for nAmb neurons in our analysis, we used a mouse line that expresses Cre recombinase down-stream of the endogenous *Chat* gene locus (Chat-Cre) (Rossi et al., 2011). We validated Cre activity in that mouse line by crossing it to a Cre reporter strain, H2b-TRAP (Roh et al., 2017), which fluorescently labels cells with Cre activity. We then labeled all peripherally projecting nAmb neurons using a systemically injected retrograde tracer, FluoroGold (FG; Chang et al., 2015; Cheng and Powley, 2000; Leong and Ling, 1990). Cre recombinase activity was present in 100% of FG-labeled nAmb neurons (396/396 neurons; n = 3 mice; Figure S1A), indicating that all peripherally projecting nAmb neurons have Chat-Cre activity. Furthermore, we used RNA fluorescence *in situ* hybridization (RNA FISH) to co-localize *Cre* mRNA with *Chat* mRNA in nAmb neurons of Chat-Cre mice and observed that all *Cre*^+^ cells were also *Chat*^+^ (103/103 of *Chat*^+^ neurons were *Cre*^+^; *Cre* mRNA was only detected in hindbrain cells that expressed *Chat*; n = 3; Figure S1B). Thus, our results indicate that the Chat-Cre mouse expresses Cre in all *Chat*^+^ and peripherally projecting nAmb neurons.

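The sNuc-seq data came from 5 male Chat-Cre mice, whose nAmb nuclei were sorted by FACS with 1 mCherry-positive nucleus per well into 3 plates of 96 wells, 4 weeks after the injection of the reporter virus. H2b-mCherry is a histone fused to a red fluorescent protein, so it marks the nuclei of infected cells that express Cre. Smart-seq2 is a plate-based method that makes cDNA from the polyadenylated RNA of each nucleus without molecular identifiers. The authors aligned the reads with STAR, removed duplicates with Picard Tools and counted the remaining reads on genes with Drop-Seq Tools and the GENCODE M16 annotation, so that a count is 1 unique read and not 1 molecule. The mice were 27 weeks old according to the sNuc-seq method and 28 weeks old according to the description of the mice.

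The deposited values are these counts, without normalization, for 28062 genes in 283 nuclei. The 5 remaining nuclei of the plates were not analysed here. The total was 281 to 4371008 counts per nucleus, with a median of 1634701. Neither the mouse nor the plate of a nucleus is given, so the nuclei were treated as 1 pooled sample without replicates, and no p-value was computed between groups of nuclei. Shares of nuclei are given with exact Clopper-Pearson 95% intervals. Levels are given as counts per 1000000 summed counts of a class (CPM), with exact Poisson 95% intervals. Both kinds of interval cover counting error only, not differences between mice. A nucleus was called positive for a gene with more than 1 count, the threshold in the legend of Figure 2F. Because the share of positive nuclei can rise with depth, shares were also computed for nuclei thinned to 850000 counts each, a depth that 191 of the 238 nuclei with at least 2000 genes reached. Gene positions are those of GENCODE M21, which uses the same build as M16, GRCm38, and which lists 26766 of the gene names.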

To fluorescently label nAmb neurons for sNuc-seq, we injected a Cre-dependent AAV vector, AAV-DIO-H2b-mCherry, into the ventrolateral medulla of Chat-Cre mice, then isolated single, mCherry^+^ cell nuclei from the nAmb area and sequenced their mRNA with Smart-seq2 to near-saturating depth for gene detection (Picelli et al., 2014; Tao et al., 2021; Todd et al., 2020; Figures 1A and S1C). Removing low-complexity transcriptomes (<2,000 genes per nucleus) left 238 single-nuclei transcriptomes for further analysis. 

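At least 2000 genes with a count above 0 were found in 238 of the nuclei with deposited counts. These had 5140 counts or more, with a median of 1847609.5, and 2561 to 14873 genes, with a median of 9729.5. The 45 wells left out had at most 904 genes, so no well lay near the minimum. Together these wells held 352438 counts, with a median of 2360 per well. When a gene had to have more than 1 count to be detected, 237 nuclei were kept.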

Clustering these based on their expression of highly variable genes (Hao et al., 2021; Tao et al., 2021; Todd et al., 2020) yielded five cell clusters, which we annotated based on marker genes (Figures 1B-1D). These cell clusters differed substantially in their expression of transcription factors, receptors, and other genes (Figures 1E-1G and S1D).

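Clustering was repeated from the deposited counts with the steps named in the methods: log-normalization to 10000 counts per nucleus, the 2000 most variable genes, and the first 6 principal components, in Seurat 5.3.0. The methods name default settings and no resolution, so Seurat's default of 0.8 was used. This gave 5 clusters, each named by the level of a single gene. They were Vipr2nAmb-like, with 71 nuclei, Chat/Slc17a6-like, with 54, Crhr2nAmb-like, with 50, Chat/Slc6a5-like, with 39, and Adcyap1nAmb-like, with 24. Of the kept nuclei, 29.8% (24.1 to 36.1) were Vipr2nAmb-like, 22.7% (17.5 to 28.5) Chat/Slc17a6-like, 21.01% (16.01 to 26.7) Crhr2nAmb-like, 16.4% (11.9 to 21.7) Chat/Slc6a5-like and 10.1% (6.57 to 14.6) Adcyap1nAmb-like. Every class had nuclei from each of 3 blocks of 96 consecutive nucleus numbers, and the smallest number was 5 Adcyap1nAmb-like nuclei in the second block. The median depth ranged from 1688028 counts per nucleus in the Chat/Slc6a5-like class to 2076496 in the Adcyap1nAmb-like class. The median number of genes was 8461 in the Chat/Slc6a5-like, 8730.5 in the Chat/Slc17a6-like, 10311.5 in the Adcyap1nAmb-like, 10676.5 in the Crhr2nAmb-like and 10910 in the Vipr2nAmb-like class.

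The number of clusters depended on the settings. A resolution of 1.2 gave 6 clusters, and leaving out the second block of nucleus numbers gave 4, with the Chat/Slc17a6-like and Chat/Slc6a5-like nuclei in a single cluster. With the 29 genes named in the text and figures left out of the variable genes, of which 17 were among them, 236 of 238 nuclei kept their class. On simulated nuclei drawn from the mean profile of the kept nuclei, the same steps found 5 clusters where 5 groups were made, and 3 where no groups were made. Each of these groups had 200 genes made 8 times higher, so smaller differences were not tested. Doublets were not called, since the nuclei had been sorted with 1 per well. Whether any well held more than 1 nucleus was therefore not tested.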

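The heatmaps of transcription factors and receptors in Figures 1F and 1G hold 116 entries with their strongest colour in a nAmb cluster, as read from the figures. *Maf* is in both heatmaps and is counted in each. In the summed counts, 113 of these entries had their highest CPM in the class shown. The exceptions were *Peg3*, *Mapk3* and *Sdc3*, which the figures show at nearly equal colour in more than 1 cluster. All 3 were read as Adcyap1nAmb genes and were higher in the Crhr2nAmb-like class, for example *Sdc3* with 83.8 CPM against 70.3 CPM. The heatmap genes were chosen from these same nuclei, so the tally describes the data and is no independent check. The tally was lowest, at 106 entries, without the first block of nucleus numbers. In 44 of the entries the level in the class shown was at least 2 times that of any other class. The largest ratios to the next class in the Vipr2nAmb-like class were those of *Vipr2* (67.6), *Glis3* (6.76) and *Stk32a* (6.55). In the Adcyap1nAmb-like class they were those of *Npy2r* (46.6), *Tbx3* (42.7) and *Runx1* (4.11), and in the Crhr2nAmb-like class those of *Crhr2* (13.7), *Nkx6-2* (5.18) and *Oprm1*. *Npy2r* was positive in only 9 of 24 Adcyap1nAmb-like nuclei (37.5%, 95% interval 18.8 to 59.4), and 1 of them held 686 of the 2320 counts.

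Among all genes, those that most set a class apart were found as the largest ratio of CPM plus 1 to the next class, for genes positive in at least 50% of its nuclei. Most of them were among the variable genes that formed the clusters, so they describe the clusters. The Crhr2nAmb-like class was led by *Edn3*, with 251 CPM against 11.5 CPM in the next class, followed by *Gm32742*, *Sp100*, *Edn1* and *Serpina3g*. The Vipr2nAmb-like class was led by *Vipr2* and by *Uts2*, with 38.01 CPM against 0.912 CPM, followed by *Gm13912*, *Gm14697* and *Esrrb*. The leading genes of the Adcyap1nAmb-like class were *Col1a2*, *Tbx3*, *Slc38a11*, *Kif26a* and *Maob*, with *Col1a2* at 68.5 CPM against 0.339 CPM. *Slc17a6*, *Dach2*, *Ebf3*, *Bcl11a* and *9530026P05Rik* led the Chat/Slc17a6-like class, and *Slc30a3*, *Pax8*, *Slc6a5*, *Gad1* and *Slc32a1* the Chat/Slc6a5-like class. Across all genes, which are not independent replicates, the log-scaled profiles of the classes had a Pearson's r of 0.909 between the Crhr2nAmb-like and Chat/Slc6a5-like classes, the lowest of the 10 pairs, and of 0.957 between the Chat/Slc17a6-like and Chat/Slc6a5-like classes, the highest.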

We then compared cluster-level gene expression to identify the cell type represented by each cluster. 

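*Tubb3* and *Syn1*, which encode a neuronal tubulin and a synaptic vesicle protein, were detected in nearly all nuclei. *Tubb3* was positive in 226 of 238 nuclei (94.96%, 95% interval 91.4 to 97.4), and its level ranged from 181 CPM in the Vipr2nAmb-like class to 363 CPM in the Adcyap1nAmb-like class. *Syn1* was positive in 236 of 238 nuclei (99.2%, 97 to 99.9), with 254 to 361 CPM by class. *Rbfox3*, which encodes the neuronal nuclear protein NeuN, was positive in 230 nuclei (96.6%, 93.5 to 98.5).

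*Chat* lies on chromosome 14 from 32408203 to 32465989 on the minus strand and encodes the enzyme that makes acetylcholine. *Slc18a3*, the gene of the vesicular acetylcholine transporter, lies inside it on the same strand, so reads of these genes may not be fully separated. *Chat* was positive in 140 of 145 nuclei of the Crhr2nAmb-like, Vipr2nAmb-like and Adcyap1nAmb-like classes (96.6%, 92.1 to 98.9), with 306 CPM (304 to 308). It was positive in 35 of 54 Chat/Slc17a6-like nuclei (64.8%, 50.6 to 77.3), with 98.3 CPM, and in 27 of 39 Chat/Slc6a5-like nuclei (69.2%, 52.4 to 82.98), with 103 CPM. Thinned to one depth, these shares were 99.1%, 69.5% and 75.9%.

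The glial genes named beforehand were positive in a minority of the nuclei. Over all kept nuclei the oligodendrocyte lineage genes *Olig1* and *Olig2* had 9.67 and 2.52 CPM and were positive in 31 and 13 nuclei. The macrophage genes *Aif1* and *P2ry12* had 1.49 and 1.47 CPM and were positive in 11 and 20 nuclei. Of the astrocyte genes, *Gfap* had 8.45 CPM, with 36 positive nuclei, and *Agt* had 2.198 CPM, with 15. The highest level of any of these glial genes in a class was that of *Olig1* in the Chat/Slc17a6-like class, 15.3 CPM (14.5 to 16.1). Other oligodendrocyte genes, chosen after their values were seen, were higher over all kept nuclei, with 99.04 CPM of *Mbp* and 43.5 CPM of *Cnp*.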

Confirming their identity as cholinergic neurons, all of the clusters expressed the neuron marker genes *Tubb3* and *Syn1*, the cholinergic marker gene *Chat*, but few to no glial marker genes (Figure S1E). However, only three of the five clusters expressed the nAmb marker genes *Isl1* and *Phox2b* (Figures 1C and S1F), supporting their identity as nAmb neurons. 

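*Isl1* encodes a transcription factor and lies on chromosome 13 from 116298281 to 116309689, on the minus strand. *Isl1* was positive in 48 of 50 Crhr2nAmb-like nuclei (96%, 95% interval 86.3 to 99.5), in 59 of 71 Vipr2nAmb-like nuclei (83.1%, 72.3 to 90.95) and in 20 of 24 Adcyap1nAmb-like nuclei (83.3%, 62.6 to 95.3). It was positive in 0 of 93 nuclei of the Chat/Slc17a6-like and Chat/Slc6a5-like classes, with a 95% interval of 0 to 3.89%, and these nuclei held 2 *Isl1* counts in 159692906. The level of *Isl1* was 91.5 CPM (89.5 to 93.5) in the Crhr2nAmb-like, 67.97 CPM (66.6 to 69.3) in the Vipr2nAmb-like and 116 CPM (113 to 119.5) in the Adcyap1nAmb-like class.

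Thinning left out 47 shallower nuclei, of which 11 were Crhr2nAmb-like, 11 Vipr2nAmb-like, 7 Adcyap1nAmb-like, 8 Chat/Slc17a6-like and 10 Chat/Slc6a5-like. In the thinned nuclei the *Isl1* shares were 94.6% in the Crhr2nAmb-like, 88.8% in the Vipr2nAmb-like and 88.2% in the Adcyap1nAmb-like class. The setting that moved an *Isl1* share most was leaving out the first block of nucleus numbers, after which 66.7% of Adcyap1nAmb-like nuclei were positive. Partly from the expression of *Isl1* in these clusters and not in the others, the paper reasons that they are nAmb neurons.

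**Figure D1:**
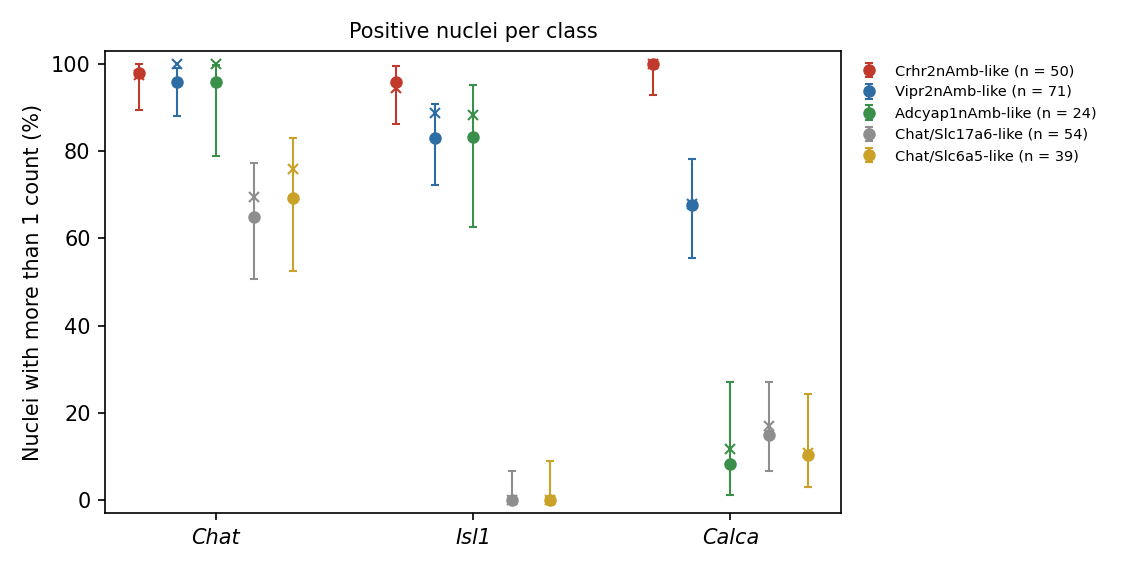
Share of nuclei with more than 1 count (percent, vertical axis) of *Chat*, *Isl1* and *Calca* in the 5 classes. Circles are the nuclei as sequenced, bars are exact Clopper-Pearson 95% intervals, and crosses are the shares in nuclei thinned to 850000 counts. For *Isl1* the nAmb-like classes lie between 83.1% and 96% and the other classes at 0.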

Our analysis identified candidate molecular markers for these three nAmb neuron subtypes: *Crhr2, Vipr2*, and *Adcyap1*. 

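*Crhr2*, *Vipr2* and *Adcyap1* were used to name the classes, so their levels describe the classes and test nothing. *Crhr2*, the gene of a corticotropin-releasing hormone receptor on chromosome 6 from 55090049 to 55133016 (minus strand), had 94.9 CPM (92.9 to 96.9) in the Crhr2nAmb-like class and 6.905 CPM (6.18 to 7.69) in the next class, the Adcyap1nAmb-like class, where 1 nucleus held 330 of the 333 counts. It was positive in 36 of 50 Crhr2nAmb-like nuclei (72%, 57.5 to 83.8). *Vipr2*, the gene of a receptor for vasoactive intestinal peptide on chromosome 12 from 116077726 to 116146261 (plus strand), had 78.5 CPM (77.1 to 79.97) in the Vipr2nAmb-like class and 1.16 CPM in the next class, the Chat/Slc6a5-like class, where 1 nucleus held 73 of the 76 counts. It was positive in 61 of 71 Vipr2nAmb-like nuclei (85.9%, 75.6 to 93.03). *Gm20658* overlaps *Vipr2* on the other strand. *Adcyap1*, the gene of the peptide PACAP on chromosome 17 from 93199017 to 93206537 (plus strand), had 79.3 CPM (76.8 to 81.8) in the Adcyap1nAmb-like class and 26.1 CPM (25.04 to 27.1) in the Chat/Slc17a6-like class, so of these genes it had the smallest ratio to the next class. It was positive in 18 of 24 Adcyap1nAmb-like nuclei (75%, 53.3 to 90.2) and in 11 of 54 Chat/Slc17a6-like nuclei (20.4%, 10.6 to 33.5). As a mean of the nuclei's own CPM, in place of the summed counts, *Adcyap1* had 212 CPM in its class, the largest change of these levels. *Tbx3*, a further marker of that class, had 52.8 CPM (50.8 to 54.9) there, and the next class was at 1.24 CPM.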

The two other clusters appear to have originated from a nearby *Chat*^+^ region, as they express genes found around but not in the nAmb (*Slc17a6* and *Slc6a5*; Figure 1C) (Anderson et al., 2016; Sherman et al., 2015; Tanaka et al., 2003). 

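*Slc17a6* encodes a vesicular glutamate transporter and lies on chromosome 7 from 51622006 to 51671119. *Slc6a5* encodes a glycine transporter and lies on the same chromosome from 49910146 to 49963856. Both are on the plus strand. *Slc17a6* had 306 CPM (302 to 309) in the Chat/Slc17a6-like class, where 47 of 54 nuclei were positive (87.04%, 75.1 to 94.6), and 40.7 CPM in the Chat/Slc6a5-like class, where 4 of 39 nuclei were positive and 1 nucleus held 2195 of the 2666 counts. In the nAmb-like nuclei it had 9.28 CPM (8.92 to 9.64), with 33 nuclei positive (22.8%, 16.2 to 30.5). *Slc6a5* had 476 CPM (470.5 to 481) in the Chat/Slc6a5-like class, with 37 of 39 nuclei positive (94.9%, 82.7 to 99.4), and 20.6 CPM in the Chat/Slc17a6-like class. In the nAmb-like nuclei it had 5.75 CPM (5.47 to 6.04), with 21 positive (14.5%, 9.19 to 21.3). *Slc32a1*, the gene of the vesicular transporter of glycine and GABA, had 26.9 CPM (25.7 to 28.2) in the Chat/Slc6a5-like class and 0.658 CPM in the Chat/Slc17a6-like class. *Slc17a6* and *Slc6a5* also served to name their classes.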

Based on their molecular differences, we hypothesized that the three nAmb neuron subtypes play distinct physiological roles.

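*Calca* lies on chromosome 7 from 114631478 to 114636357 on the minus strand, and no other annotated gene overlaps it. Its level was 314 CPM (95% Poisson interval 310.0 to 317) in the Crhr2nAmb-like class and 98.6 CPM (96.95 to 100.2) in the Vipr2nAmb-like class, a ratio of 3.18. In the other classes it was 2.65 CPM (2.21 to 3.16) in Adcyap1nAmb-like, 13.4 CPM (12.7 to 14.2) in Chat/Slc17a6-like and 4.52 CPM (4.02 to 5.07) in Chat/Slc6a5-like nuclei, where 1 nucleus held 209 of the 296 counts.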

Interestingly, two nAmb subtypes, Crhr2^nAmb^ neurons and Vipr2^nAmb^ neurons, expressed the gene *Calca*, which encodes calcitonin gene-related peptide (CGRP; Figure 1H). CGRP is enriched in esophageal and airway motor neurons in mammals (Lee et al., 1992; McWilliam et al., 1989). To confirm *Calca* expression, we performed FISH and detected *Calca* transcript in approximately 97% of Crhr2^nAmb^ neurons and 49% of Vipr2^nAmb^ (102/105 *Chat*^+^ *Crhr2*^+^ neurons were *Calca*^+^; 115/232 *Chat*^+^ *Vipr2*^+^ neurons were *Calca*^+^; Figures 1I-1K). 

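With more than 1 count as the threshold, *Calca* was positive in 50 of 50 Crhr2nAmb-like nuclei (100%, 95% interval 92.9 to 100) and in 48 of 71 Vipr2nAmb-like nuclei (67.6%, 55.5 to 78.2). Any count above 0 gave the same Crhr2nAmb-like number and 50 Vipr2nAmb-like nuclei (70.4%, 58.4 to 80.7). The legend of Figure 1K names no count threshold and gives *Isl1* expression as the criterion for nAmb neurons. Among *Isl1*-positive nuclei the numbers were 48 of 48 and 40 of 59 (67.8%, 54.4 to 79.4). Without the second block of nucleus numbers the Vipr2nAmb-like share was 77.5%, the largest change among the alternatives. Thinning to one depth gave 100% of 39 Crhr2nAmb-like and 67.9% of 60 Vipr2nAmb-like nuclei, and the Vipr2nAmb-like share of the same nuclei before thinning was 68.3%. In the remaining classes, 2 of 24 Adcyap1nAmb-like nuclei (8.33%, 1.03 to 27), 8 of 54 Chat/Slc17a6-like nuclei (14.8%, 6.62 to 27.1) and 4 of 39 Chat/Slc6a5-like nuclei (10.3%, 2.87 to 24.2) were positive, and the interval of the Vipr2nAmb-like share lay above these intervals. The median depth was 1801473.5 counts per Crhr2nAmb-like nucleus, 2064271 per Vipr2nAmb-like nucleus and 1710919.5 per Chat/Slc17a6-like nucleus.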

By comparison, our sNuc-seq analysis detected *Calca* expression in 100% and 70% of the same populations (Figures 1H and 1K). Overall, our sNuc-seq analysis predicts three subtypes of nAmb neurons and suggests that the *Calca*-expressing subtypes, Crhr2^nAmb^ and Vipr2^nAmb^, may be motor neurons for the esophagus and upper airways.

### *Vipr2* and *Crhr2* transcripts mark anatomically distinct nAmb neurons

In rodents, nAmb neurons innervating the esophagus, larynx, and pharynx reside in different subregions (Bieger and Hopkins, 1987; Holstege et al., 1983; McGovern and Mazzone, 2010), named based on their relative cell densities as the compact, semi-compact, and loose nAmb (Figure S2E). To map the location of Crhr2^nAmb^ neurons and Vipr2^nAmb^ neurons, we performed FISH for *Vipr2, Crhr2*, and *Chat* mRNA transcripts in the medulla oblongata of wild type mice after labeling all nAmb neurons with systemically administered FG. Essentially all FG-labeled nAmb neurons contained *Chat* mRNA (115/116, or >99% of FG^+^ cells were *Chat*^+^; n = 3 mice; Figure 2A), indicating that all peripherally projecting nAmb neurons are cholinergic and validating our choice of *Chat* to target nAmb neurons for sNuc-seq. Importantly, we observed little to no colocalization of *Vipr2* and *Crhr2* in *Chat*^+^ nAmb neurons (Figure 2B), which agrees with the near lack of *Vipr2* and *Crhr2* co-expression in our sNuc-seq dataset (Figure 2C) and suggests that these genes mark distinct populations of nAmb neurons. 

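Among the 145 nuclei of the nAmb-like classes, *Crhr2* was positive in 40 and *Vipr2* in 66, and 3 nuclei were positive for both. These are 7.5% of the *Crhr2*-positive nuclei (95% interval 1.57 to 20.4) and 4.55% of the *Vipr2*-positive nuclei (0.947 to 12.7). They held a median of 3 *Crhr2* counts and 22 *Vipr2* counts, below the medians of 159.5 and 110.5 counts in all nuclei positive for each gene. With at least 10 counts as the threshold, 1 nucleus had both, and it was also positive for *Adcyap1*. With any count above 0, 8 nuclei had both, as many as had *Vipr2* and *Adcyap1* at that threshold. Because the clusters were named by these genes, the nuclei were counted over all nAmb-like classes and not within a class.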

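In the nAmb-like nuclei, *Adcyap1* was positive in 31. It was found together with *Crhr2* in 8 nuclei (5.52% of all nAmb-like nuclei, 95% interval 2.41 to 10.6) and together with *Vipr2* in 6 (4.14%, 1.53 to 8.79). *Crhr2* with *Vipr2* made up 2.07% (0.429 to 5.93). These intervals overlap, so the order of the pairs was not resolved with this number of nuclei. Of the nuclei with *Adcyap1* and *Crhr2*, 7 were in the Crhr2nAmb-like class, and all of them together held a median of 294 *Crhr2* counts and 22.5 *Adcyap1* counts. Those with *Adcyap1* and *Vipr2* were 3 Crhr2nAmb-like, 2 Vipr2nAmb-like and 1 Adcyap1nAmb-like nuclei, and held medians of 45 *Adcyap1* and 24.5 *Vipr2* counts.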

Our sNuc-seq analysis detected slightly more overlap in expression of the other markers, between *Adcyap1* and *Crhr2* (Figure 2D) and between *Adcyap1* and *Vipr2* (Figure 2E). Overall, our sNuc-seq analysis of nAmb neurons suggests that *Adcyap1, Vipr2*, and *Crhr2* are expressed by mostly non-overlapping populations of nAmb neurons (Figure 2F).

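Exactly 1 of these genes was found in 106 nAmb-like nuclei (73.1%, 65.1 to 80.1). *Vipr2* alone was found in 58 nuclei (40%, 31.96 to 48.5), *Crhr2* alone in 30 (20.7%, 14.4 to 28.2) and *Adcyap1* alone in 18 (12.4%, 7.53 to 18.9). More than 1 of the genes was found in 15 nuclei (10.3%, 5.91 to 16.5), of which 7 had *Crhr2* and *Adcyap1*, 5 *Vipr2* and *Adcyap1*, 2 *Crhr2* and *Vipr2* and 1 all 3. With any count above 0 as positive, more than 1 of the genes was found in 22 nuclei (15.2%), and with at least 10 counts in 9 (6.21%). With at least 10 CPM the number was 8. With more than 1 count as positive, none of the genes was found in 24 nuclei (16.6%, 10.9 to 23.6), which had a median depth of 1032069.5 counts against 2109105 in the rest. Over the 121 nuclei with at least 1 of the genes, a denominator chosen after seeing the data, the shares were 47.9% for *Vipr2* alone, 24.8% for *Crhr2* alone and 14.9% for *Adcyap1* alone. With a threshold of at least 10 counts the share of nuclei with none of the genes rose to 23.4%.

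**Figure D2:**
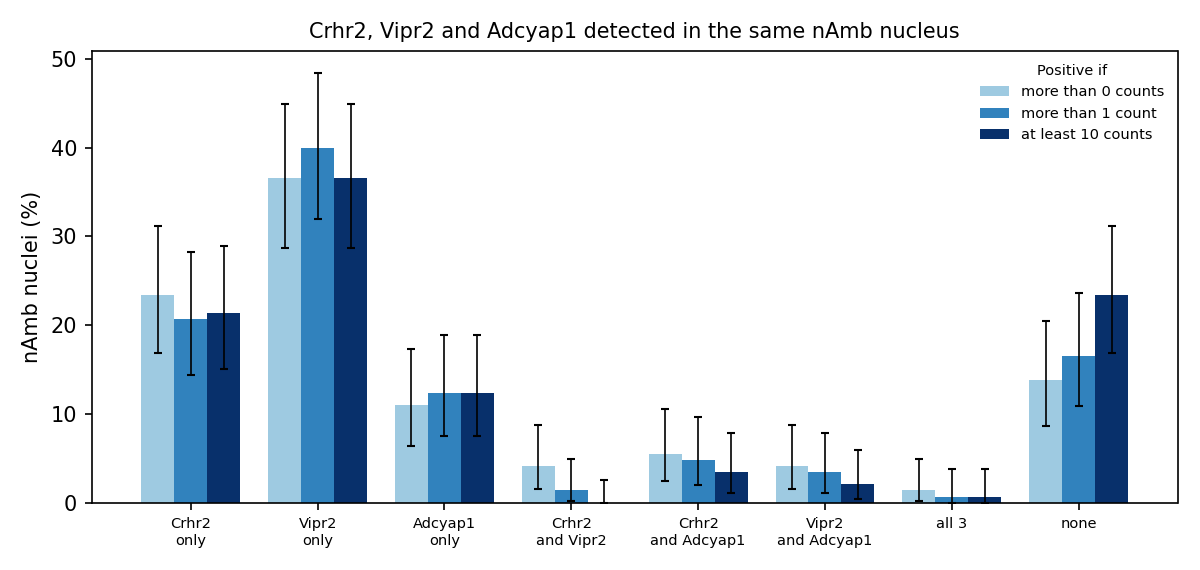
Share of the 145 nAmb-like nuclei (percent, vertical axis) in which *Crhr2*, *Vipr2* and *Adcyap1* were detected alone, together or not at all, with positive defined as more than 0, more than 1 or at least 10 counts. Bars start at 0 and error bars are exact Clopper-Pearson 95% intervals. At each threshold *Vipr2* alone is the largest group, with 40% at more than 1 count.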

To validate our sNuc-seq results, we used FISH to visualize *Adcyap1, Vipr2*, and *Crhr2* mRNA in nAmb neurons, as labeled by systemic FG. Our analysis estimates that Crhr2^nAmb^ neurons and Vipr2^nAmb^ neurons constitute 46% and 35% of all nAmb neurons, respectively (n = 3 mice; 182 nAmb neurons total; Figure 2G). The remaining nAmb neurons were either Adcyap1^nAmb^ neurons (7%), *Adcyap1*^+^/*Vipr2*^+^ neurons (3%), or did not express any of the three marker genes (8%). Together, our results indicate that the vast majority of nAmb neurons (89%) express either *Adcyap1, Vipr2*, or *Crhr2* and likely represent distinct subtypes of nAmb neurons.

Mapping the anatomical distribution of Crhr2^nAmb^ neurons and Vipr2^nAmb^ neurons revealed that these subtypes mostly occupy opposite ends of the nAmb (n = 3 mice). The Crhr2^nAmb^ neurons were enriched in the compact and semi-compact nAmb (Figures 2A and 2H), where most esophageal and pharyngeal motor neurons reside (Bieger and Hopkins, 1987; McGovern and Mazzone, 2010). However, Vipr2^nAmb^ neurons were found predominantly in the semi-compact and loose nAmb (Figures 2A and 2H), suggesting that they may be pharyngeal and laryngeal motor neurons (Bieger and Hopkins, 1987; McGovern and Mazzone, 2010).

### Crhr2^nAmb^ neurons and Vipr2^nAmb^ neurons separately innervate the esophagus and upper airways

Given the distinct molecular and spatial profile of Crhr2^nAmb^ and Vipr2^nAmb^ neurons, we investigated whether these nAmb subtypes also differ in which tissues they innervate. To map the axon projections of the nAmb, we injected an AAV that Cre dependently expresses placental alkaline phosphatase (PLAP; AAV-FLEX-PLAP]) into the ventrolateral medulla of Cre driver mouse lines (n = 6 mice; Figure 3A; Prescott et al., 2020). We first established that this approach labels nAmb neurons by injecting AAV-FLEX-PLAP in Chat-Cre mice. Following recovery, PLAP immunofluorescence was detected in 63% of ChAT immunoreactive neurons in the nAmb area (98 ChAT^+^/PLAP^+^ out of 155 ChAT^+^ neurons, n = 2 mice; Figure S2A) distributed along the rostro-caudal extent of the nucleus. PLAP^+^ cholinergic neurons were also observed in the caudal aspect of the facial motor nucleus and cuneiform nucleus, but not in the dorsal motor nucleus of the vagus (DMV), another major source of vagal motor neurons, or the hypoglossal nucleus, which innervates the tongue. Injecting AAV-FLEX-PLAP in Cre^−^ mice resulted in no detectable PLAP expression in the brainstem (Figure S2B). Together, this evidence indicates that our injection of AAV-FLEX-PLAP into the ventrolateral medulla efficiently labels most nAmb neurons while avoiding labeling of the DMV and hypoglossal nucleus, and that PLAP expression is limited to Cre-expressing cells.

To visualize the axons of PLAP^+^ neurons, we performed a reaction to stain the PLAP^+^ axons dark blue and then optically cleared the esophagus, airways, heart, lungs, and tongue (Prescott et al., 2020). Targeting PLAP to all nAmb neurons (Chat^nAmb^) labeled axons throughout the larynx, pharynx, and esophagus (n = 6 mice; Figure 3B), as well as sparse fibers on the trachea (Figures 3B and S2C). We observed no PLAP-stained axons from Chat^nAmb^ neurons to the tongue, consistent with previous retrograde tracing studies showing that the nAmb does not innervate the tongue in mouse (Stanek et al., 2014). Unexpectedly, however, we observed few to no PLAP-labeled axons from Chat^nAmb^ neurons to the lungs or heart (Figure S2C), major targets of nAmb parasympathetic neurons, indicating that our methods were not suitable for visualizing nAmb innervation of these organs. Together, our anterograde tracing studies confirm that nAmb neurons innervate the larynx, pharynx, esophagus, and trachea.

The DMV is another major source of vagal motor neurons, although it is thought primarily to innervate subdiaphragmatic digestive organs. To characterize DMV projections to the cervical esophagus in mice, we repeated our PLAP studies but instead targeted Chat-Cre^+^ DMV neurons (Chat^DMV^; n = 3 mice). Our results showed that PLAP-stained Chat^DMV^ fibers branch extensively in the stomach wall (Figure S2D), but not in the cervical esophagus (Figure 3C). Stained nerves and fiber bundles from Chat^DMV^ neurons were evident along the esophagus, but lacked the branching pattern and motor endplate morphology of the Chat^nAmb^ fibers (Figure 3C). These results confirm that the nAmb is the predominant source of motor innervation of the cervical esophagus in mice (Sang and Young, 1998).

To map the projections of Crhr2^nAmb^ neurons and Vipr2^nAmb^ neurons, we obtained Crhr2-Cre and Vipr2-Cre mice. We validated Cre expression in these mouse lines by co-localizing mRNA of the driver gene (i.e., *Crhr2* or *Vipr2*) and *Cre* using FISH. In Crhr2-Cre mice (n = 3 mice), 79/82 *Crhr2*^+^ neurons were also *Cre*^+^ (representative image in Figure S3C). In Vipr2-Cre mice (n = 4 mice), 57/57 *Vipr2*^+^ neurons were *Cre*^+^ (representative image in Figure S3D). Importantly, in the hindbrain of both Cre mouse lines, Cre mRNA was limited to cells in which the driver gene mRNA was also detected, confirming the specificity of these Cre lines (Figures S3C and S3D). We then injected AAV-FLEX-PLAP into the ventrolateral medulla of *Crhr2*-Cre mice and *Vipr2*-Cre mice. This resulted in patterns of PLAP immunofluorescence that were consistent with the anatomical distribution of Crhr2^nAmb^ neurons and Vipr2^nAmb^ neurons (Figures 2H, S3A, and S3B). We observed no PLAP immunofluorescence in the DMV or the hypoglossal, suggesting that our injections did not reach these regions. While we did observe PLAP labeling in some neurons around the nAmb, none of these neurons were FG^+^, indicating that they do not project peripherally and thus should not confound our anterograde tracing studies. These results suggest that the only peripherally projecting neurons expressing PLAP were nAmb neurons.

We then visualized innervation by Crhr2^nAmb^ and Vipr2^nAmb^ neurons in the esophagus and upper airways. Stained fibers from Crhr2^nAmb^ neurons formed a dense plexus of terminations in the cervical and upper esophagus, but few to none were visible in the upper pharynx, larynx, or trachea (Figures 3C, 3D, 3H, and S3E). The esophageal Crhr2^nAmb^ fibers formed sparse motor endplates along perpendicular axes (Figure 3F), suggesting that they innervate both circular and longitudinal muscles (Powley et al., 2013). In striking contrast, Vipr2^nAmb^ fibers did not visibly innervate the esophagus, tongue, trachea, heart, or lungs, but did branch extensively in the pharynx (Figures 3C, 3E, and S3F), where they formed grape-like clusters of terminals in bands along an axis perpendicular to the muscle fibers (Figure 3G), consistent with the structure of pharyngeal nerve fibers in rats (Kobler et al., 1994). When we imaged the larynx, we observed stained fibers from Chat^nAmb^ neurons and Vipr2^nAmb^ neurons but not from Crhr2^nAmb^ neurons (Figure 3H). Collectively, these results indicate that the Crhr2^nAmb^ neurons and Vipr2^nAmb^ neurons differentially innervate the esophagus and upper pharynx and larynx, respectively.

### Activating Crhr2^nAmb^ neurons affects esophageal motor activity but not heart rate

Since Crhr2^nAmb^ neurons selectively innervate the esophagus, we hypothesized that they control esophageal motor activity. To investigate this, we used intersectional optogenetics to activate nAmb subtypes while imaging motor responses in the esophagus. First, we intersectionally defined Crhr2^nAmb^ neurons and Vipr2^nAmb^ neurons by crossing Crhr2-Cre mice and Vipr2-Cre mice to a knockin Chat-Flp mouse line, which we validated by co-localizing *Chat* mRNA with *Flp* mRNA by FISH (n = 3; 121/121 *Chat*^+^ cells in the hindbrain were *Flp*^+^; Figure S4A). Second, we bred the Cre:Flp mice to a transgenic intersectional mouse line that expresses Cre- and Flp-dependent CatCh, a calcium-permeable channelrhodopsin2 (Daigle et al., 2018). We used the offspring to optogenetically activate different nAmb neuron populations as follows: all nAmb neurons using Chat-Cre:Phox2b-Flp:CaTCh mice (Chat:Phox2b:CaTCh), Vipr2^nAmb^ neurons using Vipr2-Cre:Chat-Flp:CaTCh mice (Vipr2:Chat:CaTCh), and Crhr2^nAmb^ neurons using Crhr2-Cre:Chat-Flp: CaTCh mice (Crhr2:Chat:CaTCh; Figure 4A and S4B-S4E). As a negative control, we also included a group of mice that Cre dependently expressed ChR2 (Ai32 mice), but which were not crossed to a Cre-expressing mouse line.

We performed focal photostimulation of the ventral surface of the esophagus in anesthetized, mechanically ventilated mice (Figure 4B). This approach minimizes the chances of activating non-nAmb neurons because cholinergic nAmb neurons are the principal source of motor innervation of the esophagus. Focal stimulation of the esophagus in Crhr2:Chat:CaTCh mice (n = 4) produced time-locked movements localized to the site of stimulation that could be reliably identified in video recordings by blinded scorers. A similar result was obtained in experiments in which all nAmb were targeted (Chat:Phox2b:CaTCh; n = 3). Conversely, focal stimulation of the esophagus had no visible effect in Vipr2:Chat:CaTCh mice (n = 4) or in negative controls (Figure 4C; n = 2). To assess whether the movements evoked by photostimulation of the esophagus in Crhr2:Chat:CaTCh mice reflected constriction, we measured esophageal pressure during photostimulation with a balloon catheter. We photostimulated both focally in the esophagus and centrally through a fiber optic implanted over the nAmb (Figure S4F) in the same mice. With both approaches, photostimulation resulted in abrupt increases in esophageal pressure that were frequency dependent and time locked to the pattern of photostimulation, with the effects of central stimulation being more robust (Figures 4D and S4G; n = 6). When the balloon catheter was retracted into the mouth, focal stimulation of the esophagus no longer produced detectable changes in pressure supporting the conclusion that focal stimulation results in contractions that are generated locally within the esophagus. Pressure changes were recorded in the mouth during central stimulation in Crhr2:Chat:CaTCh mice (Figure S4G), which may be related to movements in the mouth secondary to strong contractions of the esophagus and/or the central activation of the axons of facial and hypoglossal motor neurons that express CaTCh^+^ in this mouse line. Pancuronium, a competitive inhibitor of nicotinic acetylcholine receptors, blocked the increases in esophageal pressure that occurred with both central and focal esophageal stimulation of Crhr2:Chat:CaTCh neurons (Figure 4D; n = 2). These results indicate that *Crhr2* labels cholinergic esophageal motor neurons that control the cervical esophagus through nicotinic receptor signaling.

Since we were unable to visualize nAmb projections to the heart with the PLAP method, we assessed the effects of stimulating nAmb neurons on heart rate in freely behaving mice instrumented to record electrocardiogram (EKG). We targeted Chat^nAmb^ neurons (n = 6 mice), Vipr2^nAmb^ neurons (n = 6 mice), or Crhr2^nAmb^ neurons (n = 4 mice) by implanting a fiber optic above the right nAmb in the corresponding Cre:Flp:CaTCh lines. Stimulating the nAmb in Crhr2:Chat:CaTCh or Vipr2:Chat:CaTCh mice resulted in small and variable changes in heart rate that were not different from negative controls, whereas stimulating all Chat^nAmb^ neurons using Chat:Phox2b:CaTCh mice immediately and significantly decreased the heart rate by nearly half compared to baseline (Figure 4E). The decrease in heart rate observed when activating all of the nAmb neurons (Chat^nAmb^) is likely due to a nAmb neuron subtype that expresses *Chat* but not *Vipr2* or *Crhr2* (e.g., Adycap1^nAmb^ neurons; Figures 1B-1D). These results suggest that Crhr2^nAmb^ and Vipr2^nAmb^ neurons are not cardiovagal neurons. Of note, central stimulation produced time-locked whisking and movements localized to the head and neck in all of the Cre:Flp:CaTCh lines, but not in negative controls. The presence of oro-facial motor responses in these experiments suggests that central stimulation activates cranial motor neurons outside of the nAmb, specifically in the hypoglossal and facial motor pools. Collectively, our data suggest that the nAmb comprises genetically defined neuron subtypes that play distinct physiological roles. Of these neuron subtypes, our results indicate that Crhr2^nAmb^ neurons selectively innervate the esophagus and are capable of contracting esophageal muscles.

## DISCUSSION

The nAmb is the primary source of motor input to the larynx, pharynx, and cervical esophagus and of parasympathetic input to the heart, lungs, and airways. Combining single-cell transcriptomics, anterograde tracing, and intersectional optogenetics, our results identify three subtypes of nAmb neurons and suggest that one subtype, Crhr2^nAmb^ neurons, are esophageal motor neurons. Crhr2^nAmb^ neurons innervate the esophagus, and when activated, reliably contract the esophagus but do not affect the heart rate. While previous studies showed that esophageal motor neurons occupy a distinct subregion of the nAmb, this study defines the molecular organization of these motor neurons and links it with their anatomy and function.

The molecular profiles of esophageal motor neurons may reveal insight into their physiology and function. For instance, morphine increases the rate of esophageal peristalsis in humans (Penagini et al., 1996), and our results show that the gene encoding the morphine receptor *Oprm1* is highly enriched in Crhr2^nAmb^ neurons (Figure 1G). 

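*Oprm1* lies on chromosome 10 from 6758506 to 7038198 on the plus strand, where *Gm10945* and *Ipcef1* overlap it on the other strand. Its level was 504 CPM (95% Poisson interval 499 to 509) in the Crhr2nAmb-like class, 105 CPM (103 to 107) in the Chat/Slc17a6-like class, 62.2 CPM (60.02 to 64.5) in the Adcyap1nAmb-like class, 26.5 CPM (25.2 to 27.7) in the Chat/Slc6a5-like class and 19.9 CPM (19.2 to 20.7) in the Vipr2nAmb-like class. The Crhr2nAmb-like level was thus 4.82 times that of the next class. Under the 6 alternatives tried this ratio lay between 4.54 and 5.92, the latter without the second block of nucleus numbers. There the Chat/Slc17a6-like and Chat/Slc6a5-like nuclei formed a single cluster, so 5.92 is not a ratio to the Chat/Slc17a6-like class. More than 1 count was found in 49 of 50 Crhr2nAmb-like nuclei (98%, 89.4 to 99.9), 34 of 54 Chat/Slc17a6-like nuclei (62.96%, 48.7 to 75.7), 18 of 24 Adcyap1nAmb-like nuclei (75%, 53.3 to 90.2), 12 of 39 Chat/Slc6a5-like nuclei (30.8%, 17.02 to 47.6) and 30 of 71 Vipr2nAmb-like nuclei (42.3%, 30.6 to 54.6). *Oprm1* was among the variable genes that formed the clusters. With it and the other named genes left out of them, the ratio to the next class was 4.72.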

The gene expression profile for Crhr2^nAmb^ neurons provided by our study, including many receptors, neuropeptides, and other signaling proteins, can be mined for pharmacological targets to treat diseases such as esophageal motility disorder.

Together with a recent study by Tao et al. (2021), our results support a “labeled line” organization of vagal motor neurons. Tao et al. identify seven molecular subtypes of vagal motor neurons in the DMV, the major source of parasympathetic input to the gut. Two DMV subtypes specifically innervate the glandular stomach but target neurochemically distinct enteric neurons (Tao et al., 2021). These findings raise the possibility that the functional units of the DMV (Huang et al., 1993) are genetically defined. Our study suggests a similar organization of the nAmb, another vagal motor nucleus. Interestingly, genetic coding of cellular function is also true of vagal sensory neurons, which show a clear correspondence between molecular subtype and physiological role (Bai et al., 2019; Borgmann et al., 2021; Chang et al., 2015; Kupari et al., 2019; Prescott et al., 2020; Williams et al., 2016). Furthermore, sympathetic preganglionic neurons in the spinal cord comprise transcriptionally diverse subtypes as well (Blum et al., 2021), raising the possibility that functionality may be genetically encoded throughout the autonomic nervous system.

Our study raises several questions for further investigation. For instance, what is the physiological role of Crhr2^nAmb^ neurons? Our results indicate that they are capable of contracting esophageal muscle through nicotinic receptor signaling. Does this represent physiological control and is it necessary for esophageal function? Also, are all Crhr2^nAmb^ neurons capable of contracting the esophagus, or just a subset? 

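The nAmb-like classes held 145 nuclei, or 60.9% of the kept nuclei (95% interval 54.4 to 67.2). Of these, 48.97% were Vipr2nAmb-like, 34.5% Crhr2nAmb-like and 16.6% Adcyap1nAmb-like. With all blocks of nucleus numbers included, their number lay between 137 and 146 under the other clustering settings tried. Without the first block of nucleus numbers it was 106, and without the second or the third block it was 90.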

Our sNuc-seq analysis relied on 145 nAmb neurons, or only ~15% of the neurons present in 1 hemisphere of the adult mouse nAmb (Sturrock, 1990). While our FISH analysis shows that 92% of peripherally projecting nAmb neurons express *Crhr2, Vipr2*, and/or *Adcyap1*, our sNuc-seq analysis may underestimate the true diversity of neuron subtypes in the nAmb. For instance, although our anterograde tracing data show that Crhr2^nAmb^ neurons innervate the esophagus, Crhr2^nAmb^ neurons may comprise subtypes, one or more of which could be esophageal motor neurons.

### Conclusions

Overall, our study provides three major advances to understanding the neural control of esophageal function: (1) identifies the primary motor neurons for the esophagus molecularly, anatomically, and functionally; (2) reveals a genetic logic for the functional organization of the nAmb; and (3) comprehensively characterizes the gene expression profile of esophageal motor neurons, which can be mined for potential drug targets to treat swallowing disorders.

### Limitations of the study

Our sNuc-seq analysis includes only male mice. Both males and females were used in our other studies, including the FISH validation of Crhr2^nAmb^ and Vipr2^nAmb^ subtypes, suggesting that the same subtypes present in male nAmb are also present in female nAmb. However, our results cannot exclude the possibility that additional neuron subtypes exist in the female nAmb.

Our study is mostly qualitative. For instance, our functional studies assessed whether activating cholinergic Crhr2^+^ axons in the esophagus caused contractions but not whether the magnitude or timing of these contractions were within a physiological range. More quantitative studies and those involving loss of function are needed to fully understand the role of Crhr2^nAmb^ neurons.

Our functional data rely on targeting neurons in the nAmb using the intersection of genes that are not restricted to the nAmb. *Vipr2* and, to a lesser extent, *Crhr2*, are expressed in cholinergic neurons supplying the facial and hypoglossal nerves. Consistent with this, movements of the tongue and whiskers were clearly visible during central optogenetic stimulation targeting the cell bodies in the nAmb regardless of the particular combination of neurons targeted. During central stimulation of Crhr2^nAmb^ neurons, the stimulation of neurons that contract the tongue in particular confounds the interpretation of esophageal pressure changes with this approach. However, the effects of focal stimulation reflect changes that are generated only by axons in the cervical esophagus. Based on previous studies, these cholinergic axons principally arise from esophageal motor neurons in the nAmb (Sang and Young, 1998). Hence, focal stimulation of the cervical esophagus provides a reasonably selective approach for identifying neurons with a motor function in this region. A more definitive dissection of esophageal motor circuitry would require nAmb-specific opsin expression.

Our results do not rule out the possibility that photoactivating the esophagus in Crhr2:Chat:CaTCh and Chat:Phox2b:CaTCh mice contracted the esophagus through indirect effects on other tissues. However, it is unlikely the esophageal contractions were secondary to effects on tongue muscles since the tongue is not known to be innervated by the nAmb (Jean, 2001; Stanek et al., 2014) and since our anterograde tracing with PLAP failed to detect tongue innervation by Chat nAmb neurons (Figure S4). Also, it is unlikely that the esophageal contractions we observed were due to effects on the lower esophageal sphincter (LES), since studies in ferrets have demonstrated that changes in LES pressure do not trigger esophageal contractions (Abrahams et al., 2002). Direct activation of esophageal neuromuscular circuits is therefore the most parsimonious explanation for the esophageal contractions we observed when photostimulating the esophagus in Crhr2:Chat:CaTCh and Chat:Phox2b:CaTCh mice.

## STAR★METHODS

### RESOURCE AVAILABILITY

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, John Campbell ().

#### Materials availability

- The *Chat*-p2A-Flp mouse generated in this study will be made available on request.
- Requests for *Chat*-p2A-Flp mouse should be made to Bradford B. Lowell, M.D., Ph.D., Department of Endocrinology, Diabetes, and Metabolism, Beth Israel Deaconess Medical Center and Harvard Medical School, .

#### Data and code availability

- The accession number for the raw and processed sNuc-seq data and metadata reported in this paper is GEO accession number GSE202760.
- A user-friendly interface for visualizing and exploring the sNuc-seq data is available at the Broad Institute Single Cell Portal at https://singlecell.broadinstitute.org/single_cell/study/SCP1677.
- The code used for processing, clustering, and visualizing the clustered sNuc-seq data is publicly available through Zenodo at https://doi.org/10.5281/zenodo.6564316.
- Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

All animal care and experimental procedures were approved in advance by the University of Virginia Institutional Animal Care and Use Committee. The sNuc-Seq experiments used adult male Chat-Cre mice (Jackson Laboratories, JAX, stock # 28861; 28 weeks old). The fluorescent *in situ* hybridization experiments used C57BL/6J mice from the Jackson Laboratory (JAX, 000664). The following mouse lines were used for optogenetic studies: Chat-Cre (Rossi et al., 2011; JAX, 028861); Crfr2α-eGFPCre bacterial artificial chromosome (BAC) transgenic mice (“Crhr2-Cre mice”; Anthony et al., 2014); Vipr2-Cre (Daigle et al., 2018; JAX, 31332); Phox2b-Flp (Hirsch et al., 2013; JAX, 22407); CaTCh (Daigle et al., 2018; JAX, 025109); Ai32 (RCL-ChR2(H134R)/EYFP) mice (Madisen et al., 2012; JAX, 024109); and a Chat-p2a-Flp mouse line (see Method Details below). The anterograde tracing experiments used Chat-Cre, Crhr2-Cre, Vipr2-Cre, and C57BL/6J mice. Unless otherwise specified, all experiments used adult mice with approximately equal numbers of male and female mice. Mice were housed at 22-24°C with a 12-h light:12-h dark cycle and *ad libitum* access to standard mouse chow and water.

### METHOD DETAILS

#### Chat-p2a-Flp mouse

Chat-p2a-Flp mice were generated using Easi-CRISPR method (Miura et al., 2018). Briefly, a single-stranded DNA donor containing the p2a-Flp cassette, flanked by 100-base homology arms both up- and down-stream of the *Chat* stop codon was designed. A single guide RNA (sequence: 5′-CCCACTAGCCAATGTCCTAC-3′) was designed to induce the cut in the genome. For pronuclear injection, ssDNA donor, sgRNA and *Cas9* protein were co-injected into mouse fertilized eggs of FVB strain. Live-born pups were screened by PCR reactions, and the positives were then sequenced to confirm the correct insertion.

#### Single-nuclei RNA-Seq

The ventrolateral medulla of five male Chat-Cre mice were injected with a Cre-dependent reporter virus, AAV-DIO-H2b-mCherry. Four weeks later, at the age of 27 weeks, mice were rapidly decapitated for brain extraction to avoid stress related changes in nuclear mRNA. Following immediate brain extraction, 1 mm thick coronal sections of hindbrain through the nAmb’sfull rostral-caudal extent (Bregma −6.5 mm to −8.0 mm) were cut and immersed in ice-cold RNA-later (Qiagen catalog # 76106). After at least 30 min in ice-cold RNA-later, the nAmb was visualized under a fluorescence stereomicroscope (Zeiss Discovery V8) and dissected, then stored in RNA-later overnight at 4°C. On the next day, nAmb tissue was homogenized and purified by density-gradient centrifugation into a single-nuclei suspension as previously described (Habib et al., 2016; Todd et al., 2020). The single-nuclei suspension was sorted by FACS to isolate one H2b-mCherry+ nucleus per well of three 96-well plates, which were then centrifuged at 2,500rcf, frozen on dry ice, and stored at −80°C until use. After purifying the RNA by RNA-clean SPRI reagents (1.5x ratio of SPRI to sample), cDNA libraries were generated from polyadenylated mRNA of each sample using Smart-Seq2 (Picelli et al., 2014), modified as described previously (Tao et al., 2021). Illumina sequencing libraries were made from single-nuclei cDNA samples as described previously (Tao et al., 2021) and then sequenced by Illumina Next-Seq 500. Reads were demultiplexed by bcl2fastq2 v2.20.0 (Illumina) and aligned to the mouse genome by STAR v2.6.1 (Dobin et al., 2013). Duplicates were removed with Picard Tools v2.18.21. Aligned reads were processed into a digital gene expression (DGE) file with Drop-Seq Tools v2.3.0 and tagged using “GENCODE_M16_PRI” annotation. Since the sNuc-seq protocol does not produce true UMIs, we considered any unique read (i.e., non-duplicated) as a unique “UMI-tagged” read for the Drop-Seq pipeline. An R software package for single-cell genomics analysis, Seurat v4.0 (Hao et al., 2021), was used to filter, scale, and normalize the data, then perform dimensionality reduction with principal component (PC) analysis on the top 2,000 most variable genes, cell clustering on the first 6 PCs, and differential expression analysis using Wilcoxon Rank Sum test and default settings, as previously described (Tao et al., 2021; Todd et al., 2020). Low quality samples (<2000 genes detected per nucleus) were excluded from this analysis. Transcription factor and receptor gene lists were derived from the Panther v16.0 protein and gene classification site, http://www.pantherdb.org/ (Mi et al., 2021).

#### Fluorescence *in situ* hybridization (FISH)

FISH experiments were performed on brain tissue from mice that received one intraperitoneal injection of 2% Fluorogold (Fluorochrome) a minimum of 5 days prior to euthanasia. Mice were terminally anesthetized with ketamine (20 mg/kg) and xylazine (2 mg/kg) diluted in PBS, followed by transcardial perfusion with 0.9% saline plus heparin and 4% paraformaldehyde (Thomas Scientific). Brains were extracted and post-fixed for 24 h at 4°C. Following fixation, brains were sectioned coronally at 30–35 um thickness on a vibratome (Leica). The day before FISH, the sections were rinsed in PBS and then mounted on slides (Fisher) and left to dry overnight. An ImmEdge Hydrophobic Barrier Pen was used to draw a barrier around the sections. The sections were then incubated in Protease IV in a HybEZ II Oven for 30 min at 40°C, followed by incubation with target probes (*Chat, Vipr2, Crhr2, Calca, Adcyap1*, and *Phox2b*) for 2 h at 40°C. Slides were then treated with AMP 1–3, HRP-C1, HRP-C2, HRP-C3, and HRP Blocker for 15–30 min at 40°C, as previously described (Wang et al., 2012). FITC, Cy3, and Cy5 (Perkin Elmer) were used for probe visualization. Fluorogold was either imaged in its native state, or visualized using immunofluorescence with a rabbit anti-Fluorogold primary antibody (Fluorochrome, 1:5000) overnight and a donkey anti-rabbit 647 secondary antibody (Thermo Scientific Cat# A31573, Lot# 2083195, 1:1000) for 2–4 h. Images were taken using a confocal microscope (Zeiss). Cell distributions were mapped in Neurolucida software (version 11, MBF Bioscience) using an AxioImager M2 (Carl Zeiss). Composite maps of nAmb neurons reflect cells in 3 hemi-sections of the brainstem spanning 270 um in the rostro-caudal axis overlaid on a single wireframe representing the three levels of the nAmb. The three levels of the NAmb correspond to the following bregma levels according to Paxinos and Franklin (2013) (Compact nAmb: −6.47 mm through −6.75 mm from bregma, Intermediate NAmb: −6.83 mm through −7.10 mm from bregma, loose nAmb: −7.19 mm through −7.46 mm from bregma).

#### Anterograde tracing viral injections

Mice were anesthetized with ketamine (20 mg/kg) and xylazine (2 mg/kg) diluted in PBS and positioned into a stereotaxic apparatus (Kopf). A pulled glass micropipette was used for stereotaxic injections of an adeno-associated virus vector, AAV9-CAG-FLEX-PLAP (Prescott et al., 2020), a gift of Dr. Stephen Liberles (Harvard Medical School, Howard Hughes Medical Institute), using the following stereotaxic coordinates for the nAmb: anterior/posterior −2.1, −2.4, −2.7 mm, lateral/medial +/− 1.3 mm, and dorsal/ventral −5.8 mm, from lambda; and anterior/posterior −0.1 mm, lateral/medial +/− 1.3 mm, and dorsal/ventral −0.1, −1.3 mm, from the calamus scriptorius. Following local anesthetization with bupivacaine, virus was injected (200 nL/injection, 2–3 injections/side) using a Nanoject III system. This injection strategy was designed to fully cover the nAmb, not to restrict viral infection to only nAmb neurons. The pipette was removed 3–5 min after injections, followed by wound closure using sutures or surgical wound glue (Vetbond). Meloxicam SR (5 mg/kg; sustained release, SR) was injected subcutaneously for post-operative analgesia.

#### Placental alkaline phosphatase staining

Following 3-4wk after AAV9-CAG-FLEX-PLAP injection, mice were terminally anesthetized with ketamine (20 mg/kg) and xylazine (2 mg/kg) diluted in PBS, followed by transcardial perfusion with 0.9% saline plus heparin then 4% paraformaldehyde (Thomas Scientific). The brains, esophagus, trachea, larynx, and lungs were collected and post-fixed for 24 h at 4°C. Following fixation, brains were sectioned coronally at 30 or 35 um thickness on a vibratome (Leica). A single series of sections per animal was used in histological studies to confirm injection site and PLAP expression. All subjects determined to be surgical “misses” based on little or absent reporter expression were excluded from analyses. The esophagus, lungs, upper airways, heart, and tongue were washed three times for 1 h at room temperature in PBS, followed by incubation in alkaline phosphatase (AP) buffer (0.1 M Tris HCl pH 9.5, 0.1 M NaCl, 50 mM MgCl2, 0.1% Tween 20, 5 mM tetramisole-HCl) for two hours at 70°C. Afterward, the samples were equilibrated to room temperature and then washed twice in AP buffer. AP activity was visualized with NCT/BCIP solution (ThermoFisher Scientific 34042) and stained samples were rinsed in AP buffer for 15 min, post-fixed in 4% PFA for 1 h, and washed in PBS. Samples were then dehydrated through a series of ethanol washes (15%–100%) and cleared using a 1:2 mixture of benzyl alcohol (Sigma-Aldrich 402834-500 ML) and benzyl benzoate (Sigma-Aldrich B6630-1L). Whole mount images were taken using a brightfield stereomicroscope (Leica M205 FCA Stereomicroscope with color camera) and fluorescence microscope (Echo Revolve).

#### Optogenetic physiology

Cre-expressing mouse lines were crossed to Chat-Flp or Phox2b-Flp mouse lines to generate Cre::Flp lines, which were then crossed to transgenic mice that express eYFP tagged calcium-permeable channelrhodopsin 2 (CaTCh) only after recombination by both Cre and Flp recombinases. Mice from these Cre::Flp::CaTCh lines were implanted with an optical fiber over the nAmb.

Optical fibers for central stimulation and headsets to record electrocardiogram (ECG) were implanted under anesthetized with ketamine (150 mg/kg) and dexmedetomidine (1 mg/kg). Depth of anesthesia was assessed by absence of the corneal and hind-paw withdrawal reflex. Body temperature was maintained at 37.2 ± 0.5°C with a servo-controlled temperature pad (TC-1000; CWE). Following confirmation of anesthesia, mice were prepped for surgery, positioned in a stereotaxic headframe, and the local anesthetic, Bupivacaine (50 ul of 5 mg/mL), was injected at surgical sites. The tissue overlying the dorsal surface of the skull was retracted and the surface of the skull prepped for headset and optical fiber implants.

EKG headset were constructed from 4-pin miniature connectors soldered to 2 lengths of Teflon-coated multi-strand stainless steel wire (AM-systems) for positive and negative leads and a stainless steel screw implanted in the skull for the ground. The screw was implanted above the frontal cortex and the leads were tunneled subcutaneously to opposing locations near the base of the ribcage. An optical fiber cannula constructed (200um 0.39NA fiber, Thorlabs) was implanted to stimulate cell bodies in the nAmb using the following coordinates from Lambda: Anterior/posterior: −2.1 mm, medial/lateral: +1.3 mm, dorsal/ventral: −5.0 mm for Crhr2-Cre::Chat-Flp::CaTCh mice. Fibers were only implanted on the right side of the brain. The same coordinates were used for Vipr2-Cre::Chat-Flp::CaTCh mice, but at a 10° angle to access these neurons, which are found in the caudal nAmb. The fiber and ECG headset was secured to the skull with dental cement and wounds were closed with sutures and surgical glue. Mice were given ketoprofen (5 mg/kg) for 3 days after surgery and allowed to recover for a minimum of 5 days before optogenetic physiology experiments.

To assess the cardiac effects of stimulating nAmb neurons without anesthesia, mice were scruffed to connect the ECG head set and implanted fiber optic cannula to an amplifier and laser respectively. After a period of habituation to the recording set-up, stimulation was performed with a diode laser (473 nm; LaserGlow) controlled by Spike 2 software (CED). ECG (gain: 2K, band pass filter: 10–1000 Hz) signal was acquired (sampling rate: 1K) and heart rate calculated using Spike 2 software. Stimulation consisted of a 10 s period of stimulation at 10 Hz (5 ms pulse) with a power output at the tip of the connecting fiber of 12 mW.

To assess the esophageal effects of nAmb stimulation, mice were anaesthetized with ketamine (150 mg/kg) and dexmedetomidine (1 mg/kg). Depth of anesthesia was assessed by absence of the corneal and hind-paw withdrawal reflex. Additional anesthetic was administered as necessary (10% of the original dose, intraperitoneal). Body temperature was maintained at 37.2 ± 0.5°C with a servo-controlled temperature pad (TC-1000; CWE). Following induction of anesthesia, the fiber optic was connected to the laser, and mice were then placed in a stereotaxic frame in the supine position. A midline incision followed by blunt dissection and retraction of overlying tissue was performed to expose the trachea. A tracheostomy was performed, and mice were mechanically ventilated with pure oxygen (MiniVent type 845; Hugo-Sachs Electronik). Mice were ventilated at volume of 150–250 uL and rate between 150 and 250 breaths/min. Mice were hyperventilated to eliminate spontaneous breathing efforts. The trachea was bisected and reflected exposing the anterior surface of the esophagus. Focal stimulation of the exposed surface of the esophagus was conducted using a multimode 200um fiber (0.39NA, Thorlabs) positioned using a micromanipulator. Stimulation was performed with a diode laser (473 nm; LaserGlow) controlled by Spike 2 software (CED). For video imaging of contractions with focal stimulation of the esophagus, 10 ms pulses of laser light (12 mW measured at the tip) was delivered at 2 or 5 Hz for between 5 and 10 s. Video was acquired with a high-speed color CMOS Camera mounted to the operating microscope. Videos were acquired at a framerate of 50–60 Hz. Video scoring was performed by scorers blinded to the genotype of the mice. Scorers were first trained to identify light-evoked contractions and then instructed to count contractions in each video. As the number of light pulses and thus contractions varied across individual videos, scorer accuracy is represented as the number of observed contractions as a percentage of laser flashes for each video.

Contractile force in the esophagus during optogenetic stimulation was assessed during cell-body stimulation of Crhr2^nAmb^ neurons. Mice were anesthetized as described above. Following induction of anesthesia, a fiber optic was connected to an implanted fiber optic cannula, and mice were then placed in a stereotaxic frame in the supine position. Mice were ventilated as described above. To measure contractile force in the esophagus, a miniature latex balloon (Harvard Apparatus) and catheter filled with saline was advanced through the mouth into the upper esophagus. Placement was visually confirmed under an operating microscope. The balloon was connected to a pressure transducer and amplifier and filter (gain: 5K, band pass filter: 0.1–50 Hz, CWE inc.) The balloon was inflated with saline to a pressure between 20 and 50 mmHg during periods of stimulation. Stimulation was performed with a diode laser (473 nm; LaserGlow) controlled by Spike 2 software (CED). Stimulation consisted of a single 1 s pulse or a 10 s of stimulation at 2–10 Hz (5 ms pulse).

### QUANTIFICATION AND STATISTICAL ANALYSIS

No statistical tests were performed except for in the sNuc-Seq analysis, where details are provided above, and the optogenetics heart rate data. Two-way ANOVA was used to compare heart rate changes between genotypes and baseline heart rate compared to stimulation. The group sizes (n) used in each experiment are indicated in the Results.

## Supplementary Material

1

## Figures and Tables

**Figure 1.**
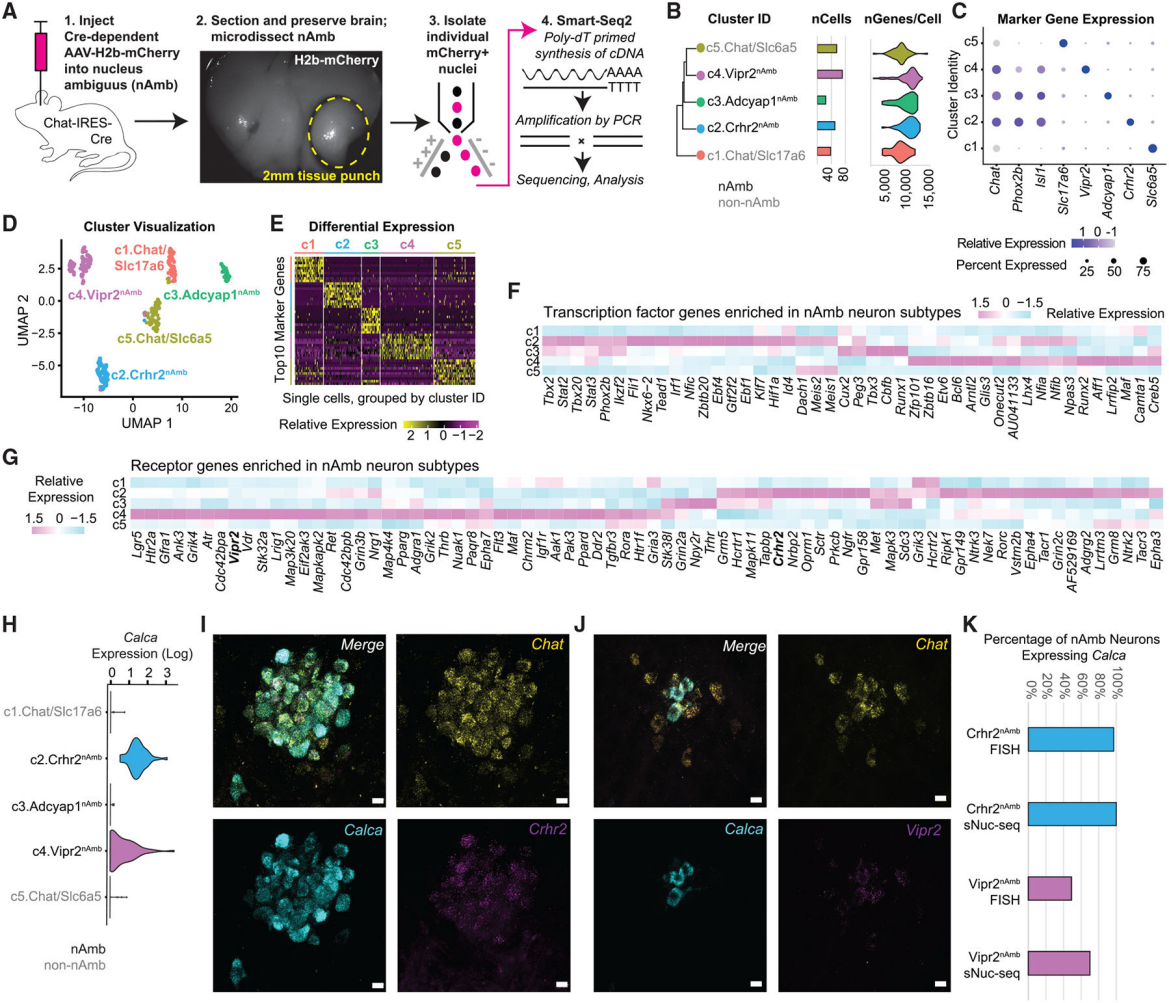
Molecular identification of nucleus ambiguus (nAmb) neuron subtypes (A) Schematic of single-nuclei RNA sequencing (sNuc-seq) workflow. (B) Relatedness of neuron clusters, number of cells per cluster, and number of genes detected per cell. (C) Dot plot of nAmb regional genes (*Chat, Phox2b, Isl1*) and cluster marker genes. (D) UMAP (uniform manifold approximation and projection) visualization of clustered data. (E) Single-cell expression heatmap of top marker genes for each cluster. (F) Cluster-level average expression of transcription factor genes. (G) Cluster-level average expression of receptor genes. (H) Violin plots of *Calca* expression. (I) Fluorescence *in situ* hybridization of *Calca*, *Chat*, and *Crhr2* mRNA in the “compact” (rostral) nAmb. Scale bar, 20 μm. (J) Fluorescence *in situ* hybridization of *Calca, Chat*, and *Vipr2* mRNA in the “semi-compact” (caudal) nAmb. Scale bar, 20 μm. (K) Percentage of *Calca*-expressing Crhr2^nAmb^ neurons and Vipr2^nAmb^ neurons in FISH and sNuc-seq studies. nAmb neurons identified in FISH by systemic FluoroGold labeling and in sNuc-seq by *Isl1* expression. The numbers of *Calca*^+^ cells as a fraction of the total cells in that group are shown in parentheses.

**Figure 2.**
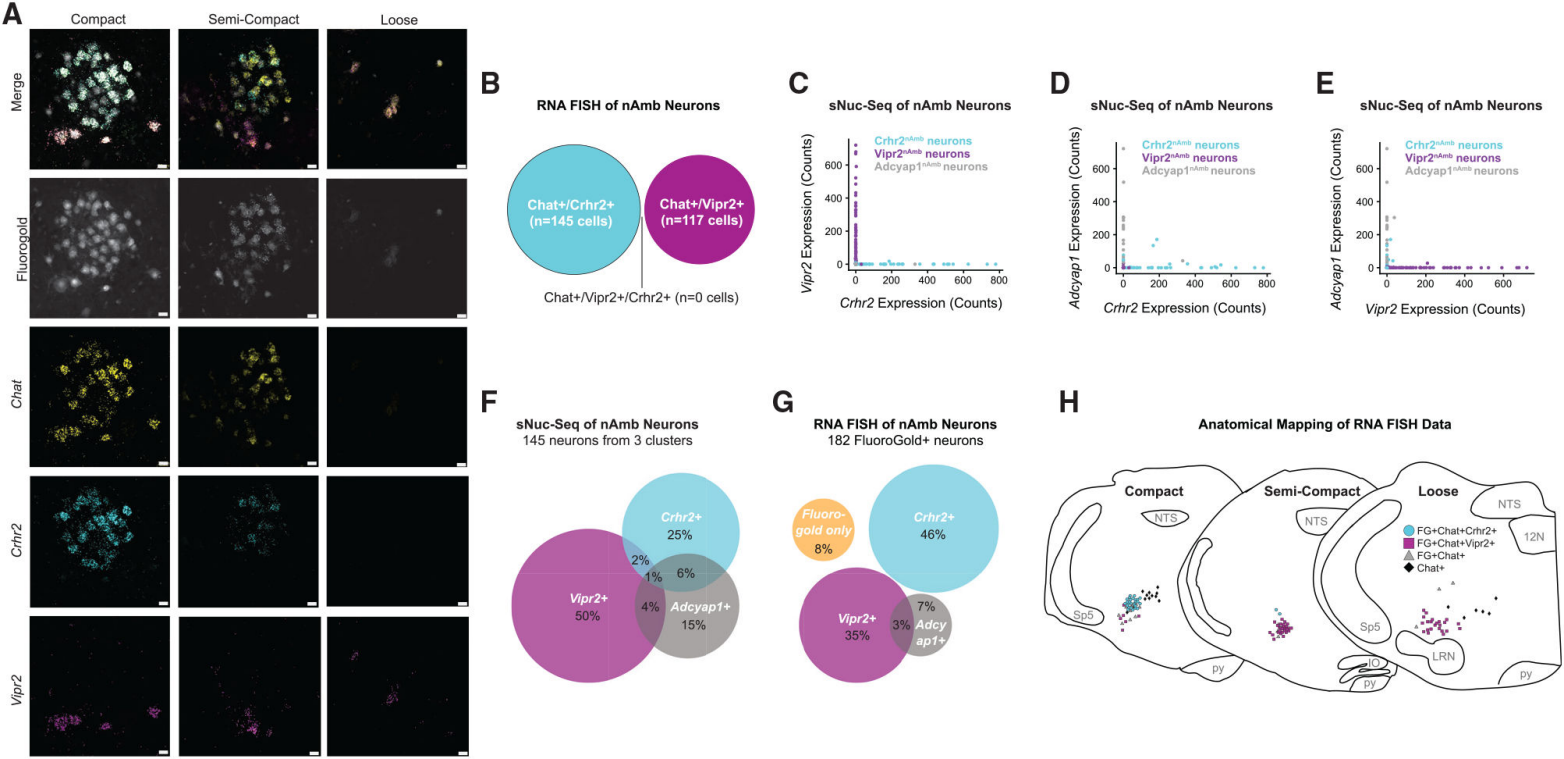
Vipr2 and Crhr2 transcripts mark anatomically distinct subtypes of nAmb neurons (A) Fluorescence *in situ* hybridization (FISH) of *Chat, Crhr2*, and *Vipr2* transcripts in the compact, semi-compact, and loose nAmb, co-localized with systemically administered FluoroGold (n = 3 mice). Scale bar, 20 μm. (B) Venn diagram from FISH data showing lack of cellular colocalization between *Vipr2* transcripts and *Crhr2* transcripts. (C) Co-expression of *Vipr2* and *Crhr2* genes in neurons of the 3 nAmb neuron clusters in the sNuc-seq data. (D) Co-expression of *Adcyap1* and *Crhr2* genes in neurons of the 3 nAmb neuron clusters in the sNuc-seq data. (E) Co-expression of *Adcyap1* and *Vipr2* genes in neurons of the 3 nAmb neuron clusters in the sNuc-seq data. (F) Venn diagram of *Crhr2, Vipr2*, and *Adcyap1* expression among neurons in the 3 nAmb neuron clusters, as detected by sNuc-seq. Expression counts of >1 were considered positive expression. (G) Venn diagram of *Crhr2, Vipr2*, and *Adcyap1* mRNA as detected by RNA FISH (n = 3 mice). nAmb neurons were labeled by systemic injection of the retrograde tracer, FluoroGold. (H) Rostral to caudal distribution of *Chat*^+^/*Vipr2*^+^ and *Chat*^+^/*Crhr2*^+^ neurons throughout the extent of the nAmb (n = 3 mice). DVC, dorsal vagal complex; Sp5, spinal trigeminal nucleus; 12N, hypoglossal nucleus; LRN, lateral reticular nucleus; IO, inferior olivary nucleus; py, pyramidal tract. Compact nAmb: −6.47 mm through −6.75 mm from bregma, Intermediate nAmb: −6.83 mm through −7.10 mm from bregma, loose nAmb: −7.19 mm through −7.46 mm from bregma.

**Figure 3.**
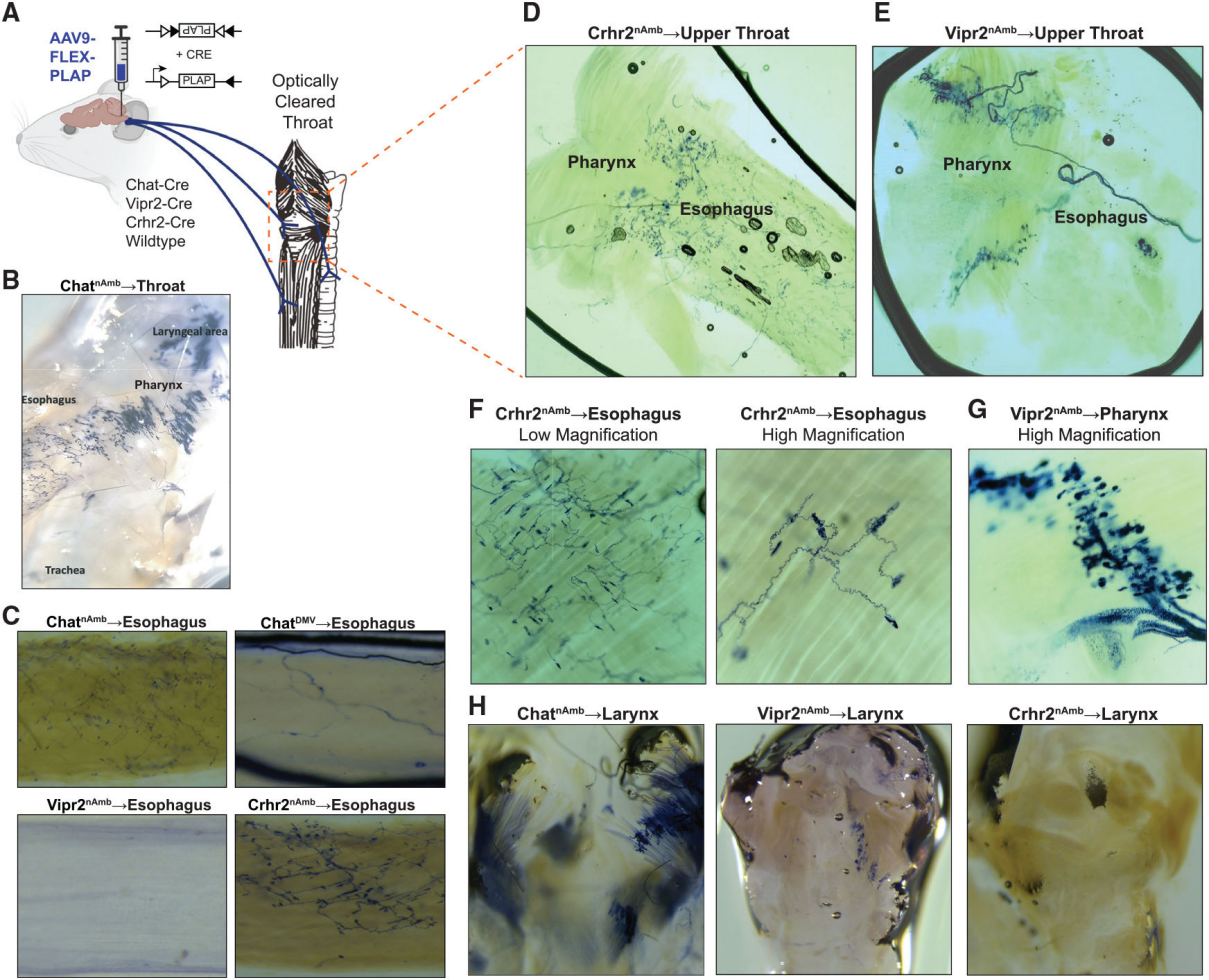
Crhr2^nAmb^ neurons and Vipr2^nAmb^ neurons separately innervate esophagus and pharynx (A) Schematic showing injection of AAV9-FLEX-PLAP into the nAmb of Chat-Cre (n = 6 mice), Vipr2-Cre (n = 5 mice), Crhr2-Cre (n = 5 mice), and wild-type (WT) mice (n = 3 mice). Portions of this figure were created with BioRender.com. (B) PLAP-stained axons in the upper throat after injection in the nAmb of Chat-Cre mice. (C) PLAP-stained axons in the cervical esophagus after injections in the nAmb of Chat-Cre, Vipr2-Cre, Crhr2-Cre, and the DMV of Chat-Cre mice. (D and E) PLAP-stained axons in the lower pharynx and upper esophagus after injection into the nAmb of Crhr2-Cre mice (D) and Vipr2-Cre (E) mice. (F) Low and high magnification images of PLAP-stained axon terminals in the mid-esophagus after injection into the nAmb of Crhr2-Cre mice. (G) High-magnification image of PLAP-stained axons in the pharyngeal muscles after injection into the nAmb of Vipr2-Cre mice. (H) PLAP-stained axon terminals in the larynx after injection into the nAmb of Chat-Cre, Vipr2-Cre, and Crhr2-Cre mice.

**Figure 4.**
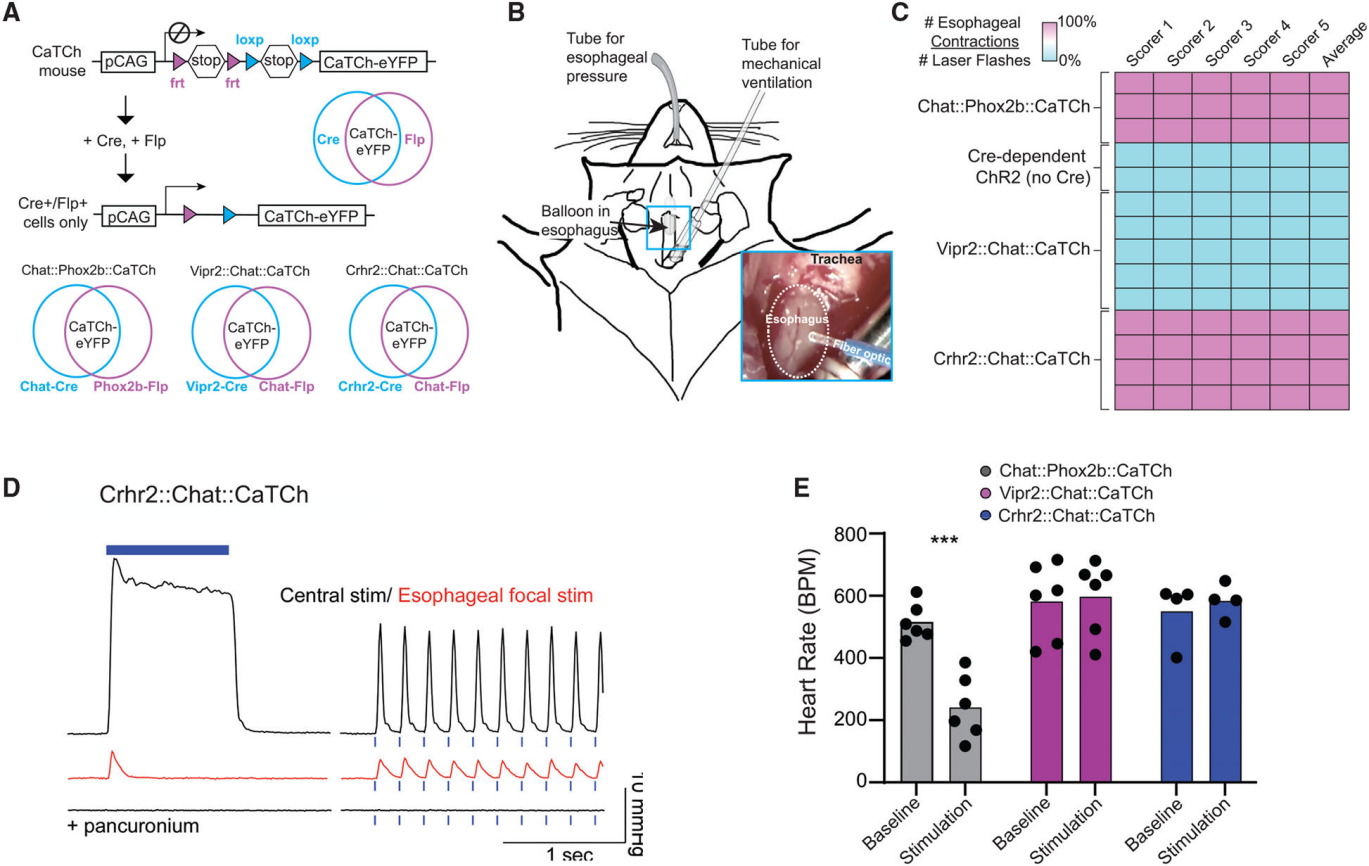
Crhr2^nAmb^ neurons selectively control esophageal muscles (A) Intersectional optogenetics approach for activating all nAmb neurons, Vipr2^nAmb^ neurons, and Crhr2^nAmb^ neurons. CaTCh-EYFP expression is dependent on the presence of both Cre and Flp recombinases. (B) Schematic of experimental setup for measuring esophageal function. The mouse is anesthetized and mechanically ventilated to expose the esophagus. A balloon is inserted in the esophagus to measure esophageal pressure and a fiber optic is placed above the esophagus for focal stimulation. (C) Blinded scoring of video data from optogenetic stimulation of esophagus in different genotype groups. Values represent the number of visible muscle contractions divided by the number of laser flashes observed during the video. (n = 3–4 mice per genotype, 2 mice for negative control). (D) Representative pressure recordings from balloon pressure transducer in esophagus during photostimulation of Crhr2-Cre:Chat-Flp:CaTCh mouse via optical fiber either implanted in nAmb (“central”) or placed over the esophagus. Esophageal response before and after administration of pancuronium, a competitive inhibitor of nicotinic acetylcholine receptors at the neuromuscular junction. (E) Heart rate before and after photostimulation of Chat-Cre:Phox2b-Flp:CaTCh (n = 6 mice), Vipr2-Cre:Chat-Flp:CaTCh (n = 6 mice), and Crhr2-Cre:Chat-Flp:CaTCh (n = 4 mice) mice via nAmb-implanted optical fiber (***p < 0.001 for baseline versus stimulation by Sidak’s multiple comparison test; F = [2,26] = 8.538; p = 0.0014).

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
Rabbit anti-PLAP	Abcam	Cat # ab133602; Lot # GR323330-4
Goat anti-Chat	Sigma Aldrich	Cat # AB144P; Lot # 3491643
Chicken anti-GFP	Aves Lab	Cat # GFP-1020; Lot GFP3717982
Donkey anti-rabbit	Invitrogen	Ref: A31573; Lot: 2083195
Donkey anti-goat 488	Invitrogen	Ref: A11055; Lot: 1942238
Donkey anti-goat 647	Invitrogen	Ref: A21447; Lot: 2273668
Donkey anti-Chicken 488	Jackson ImmunoResearch Laboratories	Code: 703-545-155; Lot: 144438
Bacterial and virus strains		
AAVDJ-DIO-H2b-mCherry	Tao et al. (2021)	N/A
AAV9-CAG-FLEX-PLAP	Prescott et al., 2020	N/A
Chemicals, peptides, and recombinant proteins		
Fluorogold	Fluorochrome	Cat: Fluoro-gold; RRID: AB_2314408
TSA Plus Fluorescein Reagent	Akoya Biosciences	Cat #: TS-000200
TSA Plus Cy3 Reagent	Akoya Biosciences	Cat #: TS-000202
TSA Plus Cy5 Reagent	Akoya Biosciences	Cat #: TS-000203
Critical commercial assays		
RNAscope Multiplex Fluorescent Reagent Kit V2	Advanced Cell Diagnostics	Cat #: 323100
NexteraXT DNA Library Preparation Kit	Illumina	Cat #: FC-131-1096
Nextera XT Index Kit v2 Set A	Illumina	Cat #: FC-131-2001
Nextera XT Index Kit v2 Set B	Illumina	Cat #: FC-131-2002
Nextera XT Index Kit v2 Set C	Illumina	Cat #: FC-131-2003
Nextera XT Index Kit v2 Set D	Illumina	Cat #: FC-131-2004
Deposited data		
Raw and processed single-nuclei RNA-seq data files	GEO	GSE202760
Clustered single-nuclei RNA-seq data	Broad Single Cell Portal	https://singlecell.broadinstitute.org/single_cell/study/SCP1677
Experimental models: Organisms/strains		
Mouse/Chat-IRES-Cre	Jackson Laboratory; Rossi et al. (2011)	Cat #: 031661; RRID: IMSR_JAX:031661
Mouse/Phox2b-Flp	Jackson Laboratory; Hirsch et al. (2013)	Cat #: 022407; RRID: IMSR_JAX:022407
Mouse/Crhr2-CreEGFP	Anthony et al., 2014	N/A
Mouse/Vipr2-IRES-Cre	Jackson Laboratory; Daigle et al. (2018)	Cat # 031332; RRID:IMSR_JAX:031332
Mouse/Chat-p2a-Flp	This paper	N/A
Mouse/CaTCh	Jackson Laboratory; Daigle et al. (2018)	Cat # 025109; RRID:IMSR_JAX:025109
Oligonucleotides		
Mm-Chat	Advanced Cell Diagnostics	Cat #: 408731
Mm-Chat-C2	Advanced Cell Diagnostics	Cat #: 408731-C2
Mm-Chat-C3	Advanced Cell Diagnostics	Cat #: 410071-C3
Mm-Adcyap1	Advanced Cell Diagnostics	Cat #: 405911
Mm-Adcyap1-C2	Advanced Cell Diagnostics	Cat #: 405911-C2
Mm-Crhr2-C2	Advanced Cell Diagnostics	Cat #: 413201-C2
Mm-Crhr2-C3	Advanced Cell Diagnostics	Cat #: 413201-C3
Mm-Vipr2	Advanced Cell Diagnostics	Cat #: 465391
Mm-Vipr2-C2	Advanced Cell Diagnostics	Cat #: 465391-C2
Mm-CRE-C3	Advanced Cell Diagnostics	Cat #: 312281-C3
Mm-Flp	Advanced Cell Diagnostics	Cat #: 1157161-C1
Mm-Phox2b-C2	Advanced Cell Diagnostics	Cat #: 407861-C2
Mm-Phox2b-C3	Advanced Cell Diagnostics	Cat #: 407861-C3
Mm-Calca-C2	Advanced Cell Diagnostics	Cat #: 417961-C2
Mm-Calca-C3	Advanced Cell Diagnostics	Cat #: 417961-C3
Software and algorithms		
R	R version 3.6	https://www.r-project.org/; RRID: SCR_001905
Seurat v4.0	Stuart et al., 2019	https://github.com/satijalab/seurat/; RRID: SCR_007322
Seurat code used for cell clustering	Zenodo	https://doi.org/10.5281/zenodo.6564316
Illustrator	Adobe	https://www.adobe.com; RRID: SCR_010279
Excel	Microsoft	https://www.microsoft.com/en-us/; RRID: SCR_016137
bcl2fastq v2.20.0	Illumina	https://support.illumina.com/sequencing/sequencing_software/bcl2fastq-conversion-software.html; RRID: SCR_015058
STAR v2.6.1	Dobin et al., 2013	https://github.com/alexdobin/STAR

# Supplementary material for: Genetic encoding of an esophageal motor circuit
**Source:** Cell Rep. Author manuscript; Available in PMC 2022 Jul 5.
**Supplement:** 1

**Cell Reports, Volume 39**

## **Supplemental information**

### **Genetic encoding of an esophageal motor circuit**

**Tatiana C. Coverdell, Ruei-Jen Abraham-Fan, Chen Wu, Stephen B.G. Abbott, and John N. Campbell**

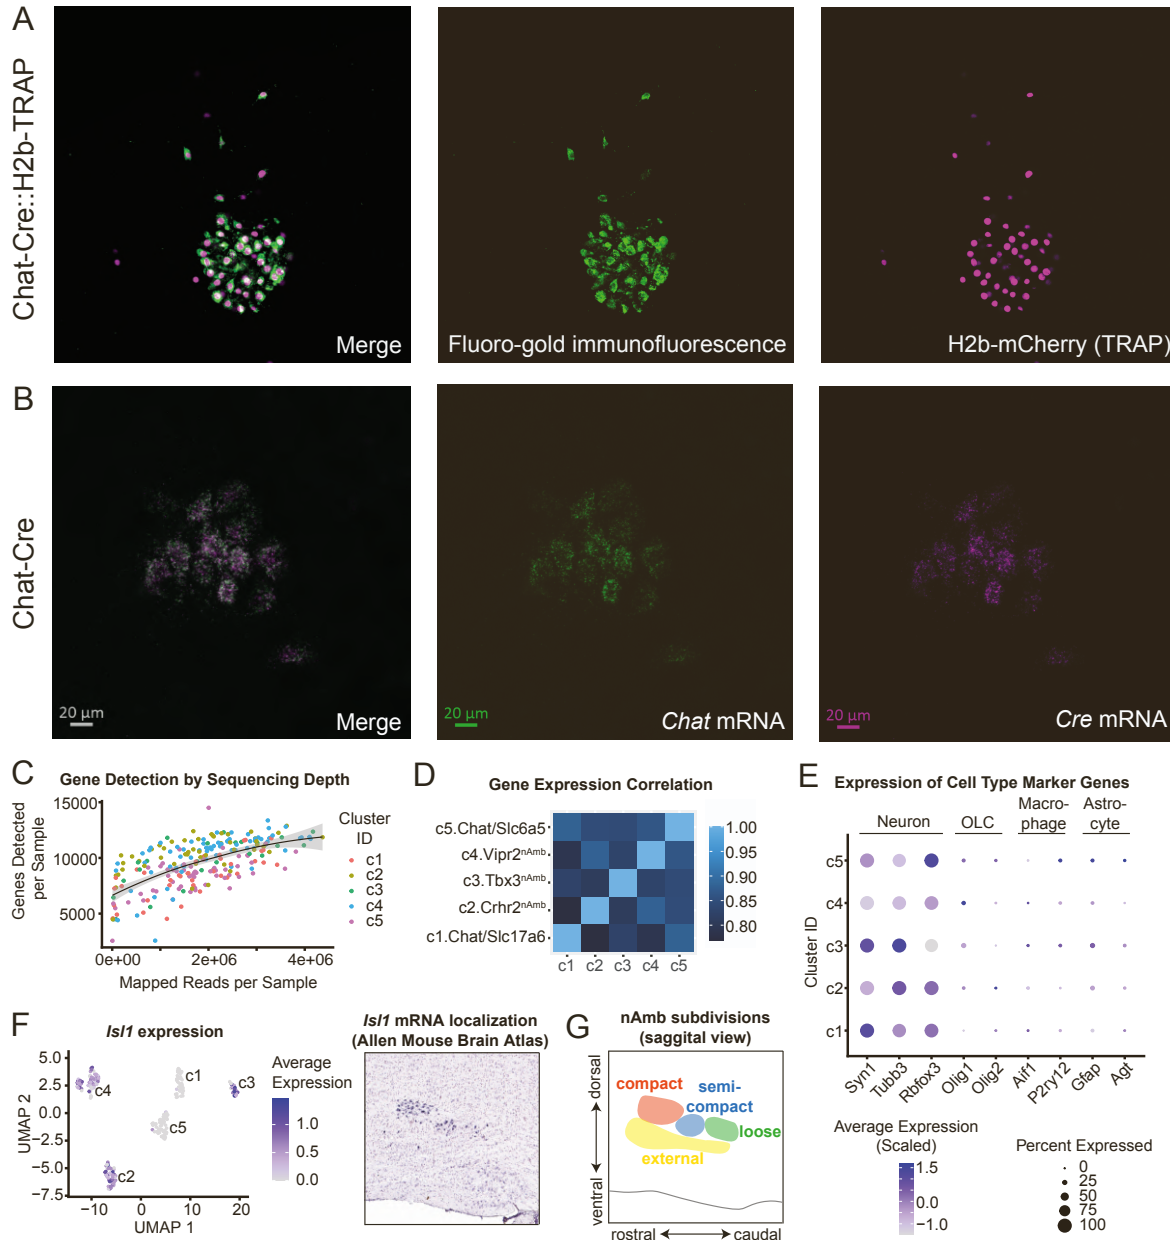

**Fig. S1. Validation of Chat-Cre Activity and Anatomical and Cellular Identity. Related to Figure 1.**

- Co-localization of Fluoro-gold and H2b-mCherry in the nAmb of Chat-Cre::H2b-TRAP mice (n=3 mice).
- Co-localization of *Cre* mRNA and *Chat* mRNA in the nAmb of Chat-Cre mouse by RNA fluorescence *in situ* hybridization (RNA FISH; image representative of 3 mice; 103 of 103 *Chat*<sup>+</sup> neurons were also *Cre*<sup>+</sup>; no *Cre* mRNA detected in hindbrain cells that did not express *Chat*).
- Relationship of sequencing depth to gene detection in individual sNuc-seq samples (dots, colored by cluster identity)
- Pairwise correlation of gene expression profiles between each pair of cell clusters
- Cluster-level expression of neuron, oligodendrocyte lineage cells (OLC), macrophage, and astrocyte marker genes
- Left, log-normalized expression of the nAmb marker gene, *Is11*, superimposed on UMAP. 

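Figure S1C relates the depth of each nucleus to the number of genes detected in it. The kept nuclei were divided by total count into groups of 59 or 60 nuclei. In the shallowest group, with at most 1154702 counts, the median number of genes was 8324.5. It was 8909 at 1163419 to 1836921 counts, 10714 at 1858298 to 2559667 counts and 11338 at 2564639 counts or more. The median depth was 565828 counts in the shallowest and 3101241 counts in the deepest group.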

Right, *in situ* hybridization (ISH) of *Is11* mRNA in a sagittal section of the nAmb (Allen Mouse Brain Atlas, experiment 597) (Lein et al., 2007).
- Map of nAmb subregions based on *Is11* ISH data in Fig. S1F.

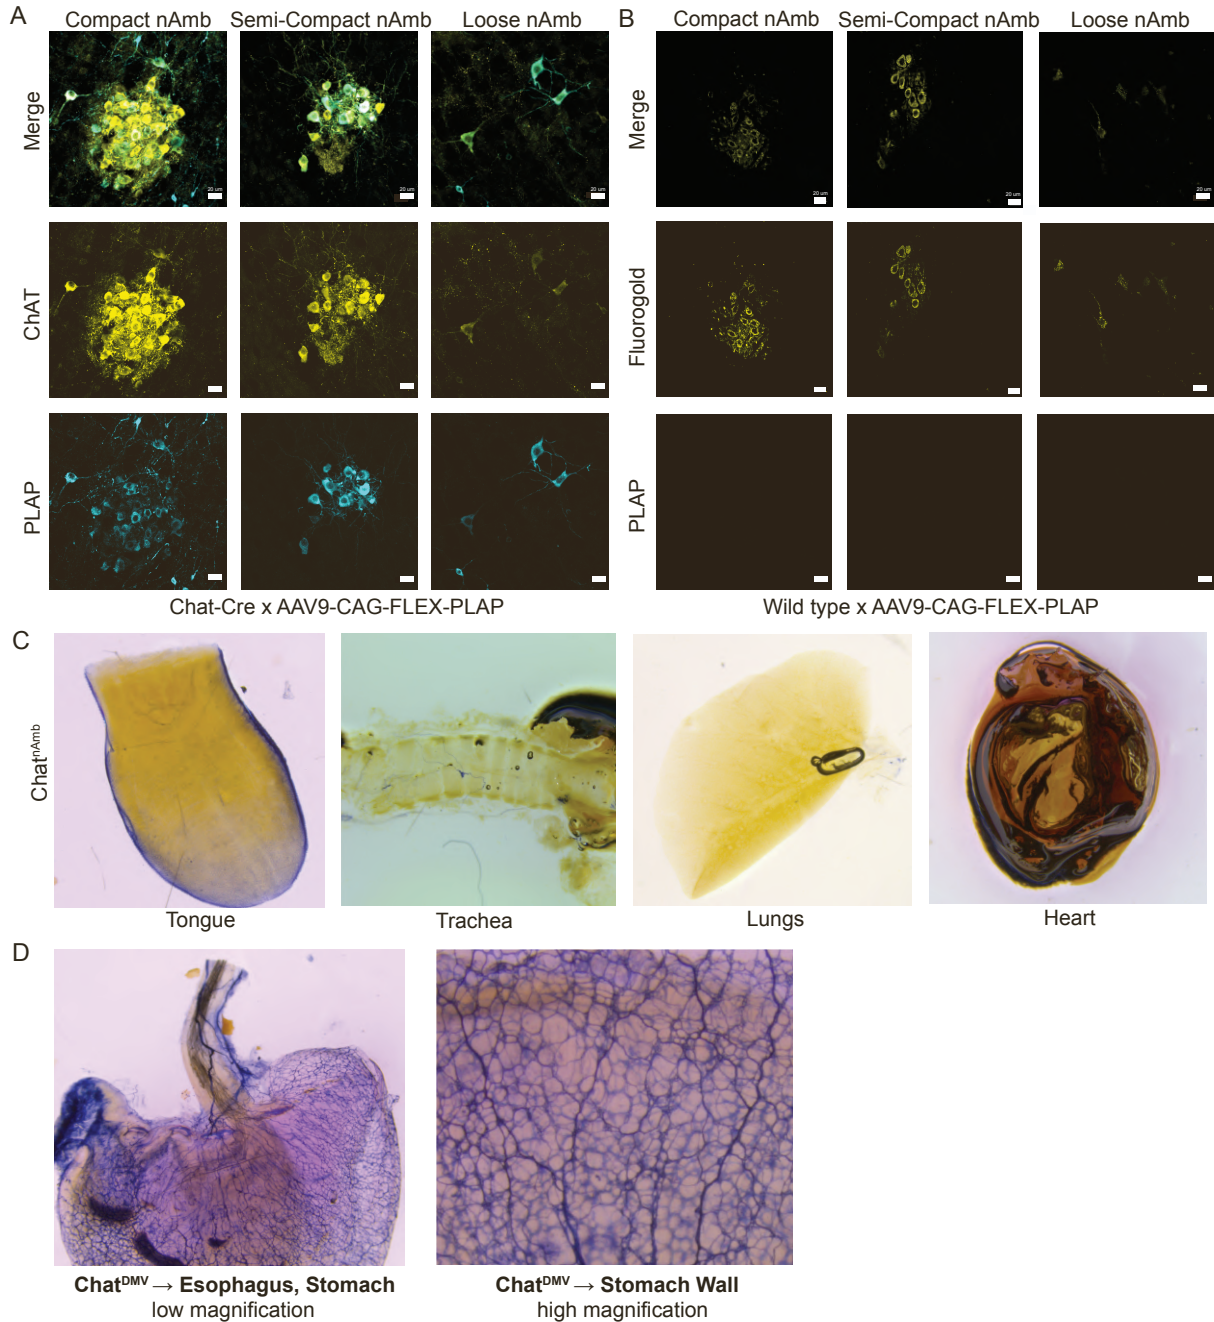

**Fig. S2. Immunofluorescence Images of AAV9-CAG-FLEX-PLAP Expression in *Chat*-Cre and Wild type Mouse Lines Confirm Successful Infection and Expression; *Chat*<sup>nAmb</sup> Innervation of the Tongue, Trachea, Lungs, and Heart; *Chat*<sup>DMV</sup> Innervation of the Esophagus and Stomach. Related to Figure 3.**

- Colocalization of ChAT and PLAP immunofluorescence in nAmb neurons after injection of AAV9-CAG-FLEX-PLAP into the nAmb of a *Chat*-Cre mouse (n=6 mice).
- Colocalization of ChAT and PLAP immunofluorescence in nAmb neurons after injection of AAV9-CAG-FLEX-PLAP into the nAmb of a wildtype mouse (n=3 mice).
- PLAP stained axons in the tongue, trachea, lungs, and heart of *Chat*-Cre mice following injection of AAV9-CAG-FLEX-PLAP into the nAmb. (n=6 mice)
- PLAP stained axons in the esophagus and stomach of *Chat*-Cre mice following injection of AAV9-CAG-FLEX-PLAP into the DMV (n=3 mice). Higher magnification image of PLAP stained axons in the stomach wall of *Chat*-Cre mice following injection of AAV9-CAG-FLEX-PLAP into the DMV (n=3 mice).

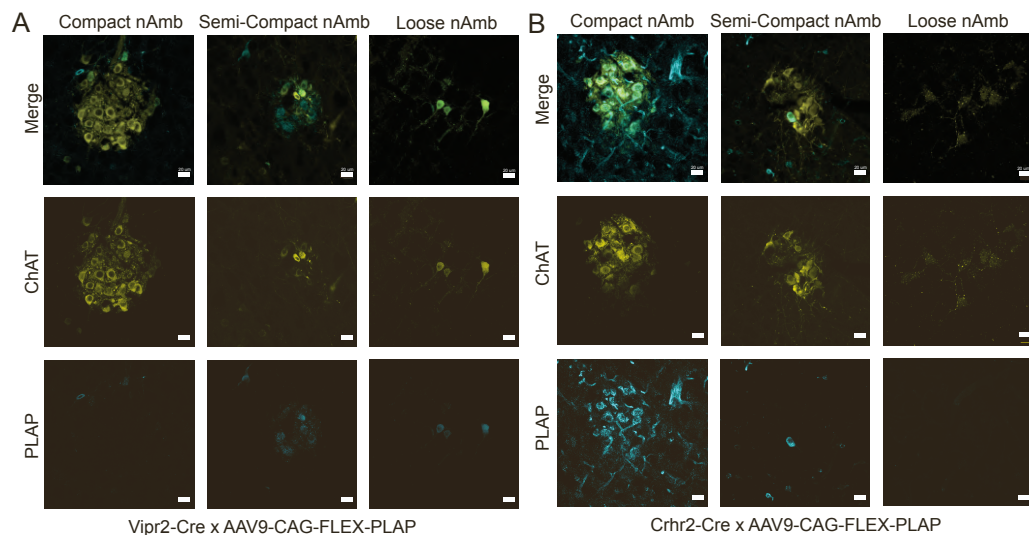

Vipr2-Cre x AAV9-CAG-FLEX-PLAP

Ctrhr2-Cre x AAV9-CAG-FLEX-PLAP

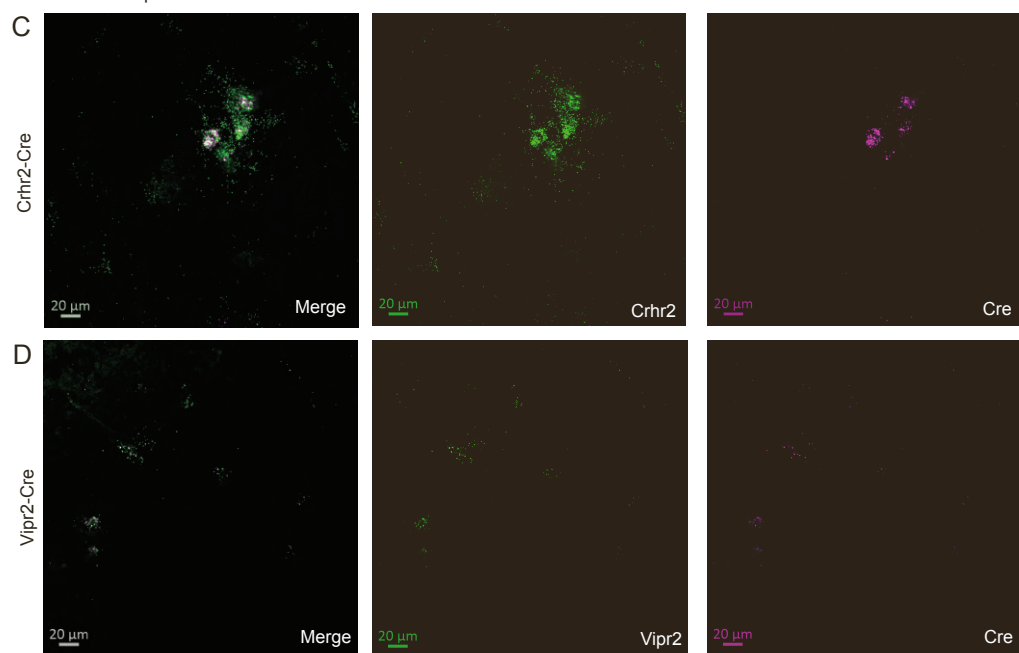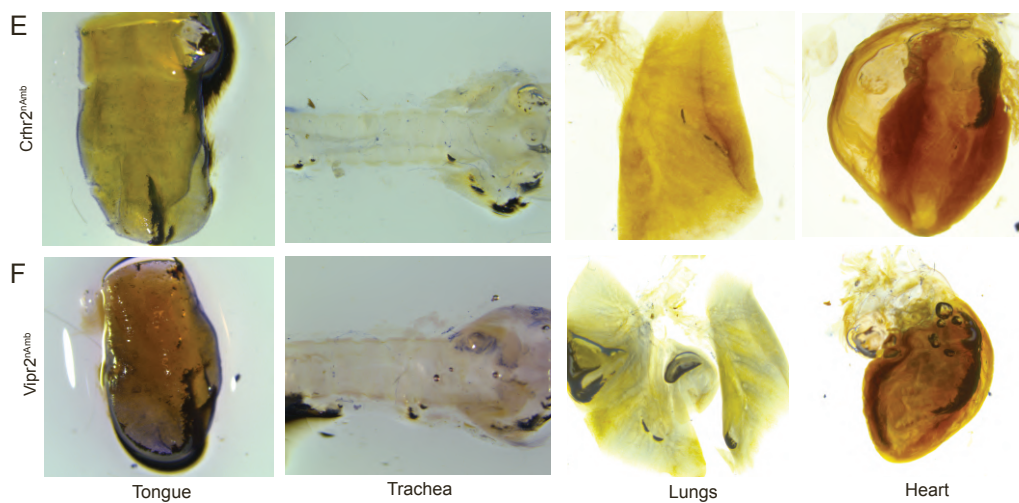

**Fig. S3. Immunofluorescence Images of AAV9-CAG-FLEX-PLAP Expression in *Vipr2*-Cre and *Crhr2*-Cre Mouse Lines Validate Infection and Expression; Validation of *Crhr2*-Cre and *Vipr2*-Cre Activity; *Vipr2*<sup>nAmb</sup> and *Crhr2*<sup>nAmb</sup> Innervation of the Tongue, Trachea, Lungs, and Heart. Related to Figure 3.**

- A. Colocalization of ChAT and PLAP immunofluorescence in nAmb neurons after injection of AAV9-CAG-FLEX-PLAP into the nAmb of a *Vipr2*-Cre mouse (n=5 mice).
- B. Colocalization of ChAT and PLAP immunofluorescence in nAmb neurons after injection of AAV9-CAG-FLEX-PLAP into the nAmb of a *Crhr2*-Cre mouse (n=5 mice).
- C. Co-localization of *Cre* mRNA and *Crhr2* mRNA in the nAmb of *Crhr2*-Cre mouse by RNA fluorescence *in situ* hybridization (RNA FISH; image representative of 4 mice; 79 of 82, or 96%, *Crhr2*<sup>+</sup> neurons were also *Cre*<sup>+</sup>; no *Cre* mRNA detected in hindbrain cells that did not express *Crhr2*).
- D. Co-localization of *Cre* mRNA and *Vipr2* mRNA in the nAmb of *Vipr2*-Cre mouse by RNA fluorescence *in situ* hybridization (RNA FISH; image representative of 3 mice; 57 of 57 *Vipr2*<sup>+</sup> neurons were also *Cre*<sup>+</sup>; no *Cre* mRNA detected in hindbrain cells that did not express *Vipr2*).
- E. Little to no PLAP stained axons in the tongue, trachea, lungs, and heart of *Crhr2*-Cre mice following injection of AAV9-CAG-FLEX-PLAP into the nAmb (n=5 mice).
- F. Little to no PLAP stained axons in the tongue, trachea, lungs, and heart of *Vipr2*-Cre mice following injection of AAV9-CAG-FLEX-PLAP into the nAmb (n=5 mice).

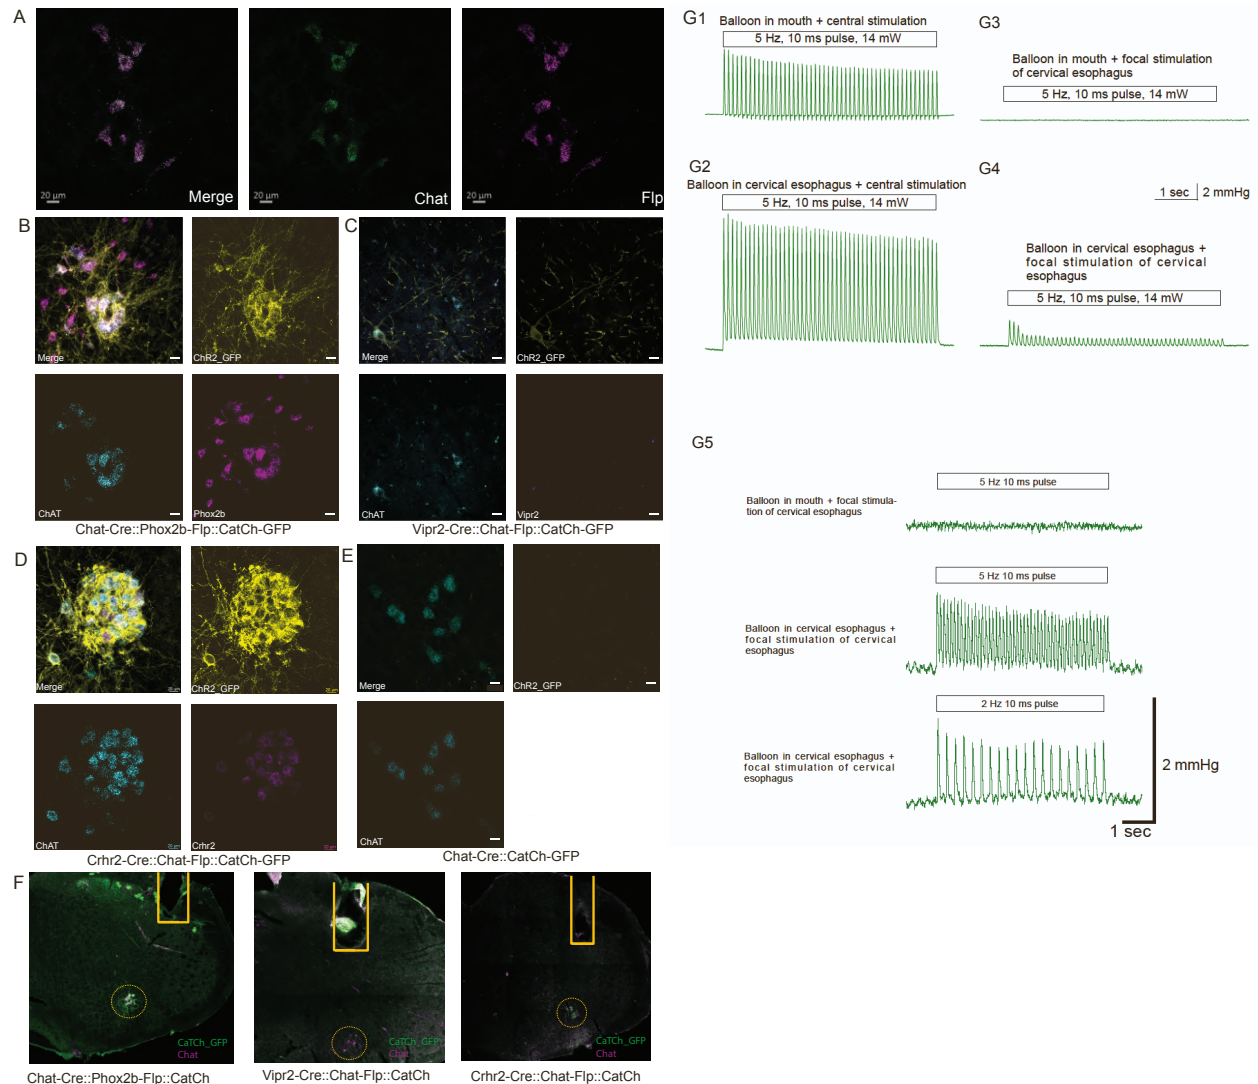

**Fig. S4. Validation of Chat-Flp Expression; Validation of Subtype Specific Cre::Flp::CatCh Mouse Lines and Fiber Implant Locations; Stimulation of Cholinergic *Crhr2*<sup>+</sup> Neurons in the Brain and Esophagus Contracts the Cervical Esophagus. Related to Figure 4.**

- Co-localization of *Flp* mRNA and *Chat* mRNA in the nAmb of Chat-Flp mouse by RNA fluorescence *in situ* hybridization (RNA FISH; image representative of 3 mice; 121 of 121 *Chat*<sup>+</sup> neurons were also *Flp*<sup>+</sup>; no *Flp* mRNA detected in hindbrain cells that did not express *Chat*).
- Co-localization of *Chat* RNA FISH, *Phox2b* RNA FISH, and eYFP immunofluorescence in Chat-Cre::Phox2b-Flp::CaTCh-eYFP mouse (n=3 mice).
- Colocalization of *Vipr2* RNA FISH, *Chat* RNA FISH, and eYFP immunofluorescence in Vipr2-Cre::Chat-Flp::CaTCh-eYFP mouse (n=3 mice).
- Colocalization of *Crhr2* RNA FISH, *Chat* RNA FISH, and eYFP immunofluorescence in Crhr2-Cre::Chat-Flp::CaTCh-eYFP mouse (n=3 mice).
- Colocalization of *Chat* RNA FISH and eYFP immunofluorescence in Cre::CaTCh-eYFP mouse. (n=3 mice)
- Representative images of optic fiber tracts, eYFP and ChAT immunofluorescence from Chat-Cre::Phox2b-Flp::CaTCh-eYFP, Vipr2-Cre::Chat-Flp::CaTCh-eYFP, and Crhr2-Cre::Chat-Flp::CaTCh-eYFP mice used for optogenetic experiments
- Changes in pressure measured in the mouth and cervical esophagus generated by central and focal stimulation in Crhr2-Cre::Chat-Flp::CaTCh mice. Central stimulation (G1, G2) produced pressure deflections whether the balloon was positioned in the mouth (G1) or cervical esophagus (G2), however the peak amplitude of pressure deviations was the greatest when measured in the esophagus. Focal application of light on the cervical

esophagus (G3, G4) produced pressure deviations when the balloon was positioned in the esophagus (G4), but not in the mouth (G3). Focal application of light on the cervical esophagus produces frequency-dependent increases in pressure deviations (G5).

How the deposited data were processed for this re-analysis (not part of the article)

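Nuclei of the nAmb region of 5 male Chat-Cre mice were sorted into 3 plates and sequenced with Smart-seq2. The deposited counts were made by the authors, who aligned the reads with STAR, removed duplicates with Picard Tools and counted each unique read on the genes of GENCODE M16 with Drop-Seq Tools. The counts are raw, 1 column per nucleus, and include nuclei that the authors later left out. Of 288 labelled nuclei, 283 have counts, and 5 were not analysed here.

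Nuclei with at least 2000 genes above 0 were kept. Clustering used R 4.3.3 and Seurat 5.3.0, where the authors used an earlier version of Seurat, with log-normalization to 10000 counts per nucleus, 2000 variable genes, 6 principal components and a resolution of 0.8. The rest was computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and drawn with matplotlib 3.10.9. Gene positions were taken from GENCODE M21. Partitions were compared with the adjusted Rand index of mclust 6.1.1, which is 1 for equal partitions and near 0 for unrelated ones. Each cluster was named by a single gene of *Crhr2*, *Vipr2*, *Adcyap1*, *Slc17a6* and *Slc6a5*. It was the gene whose level in the cluster lay nearest to that gene's highest cluster level. Longer lists of marker genes, set before the data were examined, did not decide the names. The rule for the named genes, the main settings and the alternatives other than those said to have been chosen later were also set before then. The named genes are those the paper names for the sNuc-seq data, the genes of Figures 1F and 1G with the largest ratio to the next class or the highest level in another class than shown, the 5 genes that most set each class apart, and *Xist* with the Y-linked genes *Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y*. Other genes in the closing section fall outside this rule and were singled out after their values were seen, apart from the listed interferon-response genes and the oligodendrocyte genes other than *Mbp*, of which only the levels in the kept nuclei had been seen. The results of 2 genes, 1 of them in the oligodendrocyte list, are not reported here, and that list was shortened after its result was seen.

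Levels are counts per 1000000 summed counts of a class (CPM), and the ratios that rank leading genes or test the interferon list use CPM plus 1, while other ratios use CPM alone. A nucleus with more than 1 count of a gene was called positive. Thinned shares are the exact expected shares when each nucleus is reduced to 850000 counts, the largest multiple of 50000 that at least 80% of the kept nuclei reach. The kept nuclei had a median of 1847609.5 counts. Because the mouse and the plate of each nucleus are not known, nuclei are not independent replicates. No p-value, standard error or count of changed genes was therefore computed, and blocks of 96 consecutive nucleus numbers were left out in turn instead.

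The alternatives tried were other minimum numbers of genes, another count for a detected gene, numbers of principal components, resolutions, numbers of variable genes and scale factors, another random seed, the named genes left out of the variable genes, blocks of nucleus numbers left out, other thresholds for a positive nucleus, thinning, *Isl1*-positive nuclei in place of clusters, and means of the nuclei's own CPM. The steps were tested on simulated data. Each of 5 simulated groups had 200 genes made 8 times higher, so smaller differences were not tested. In 25 leading genes of simulated groups, 25 had been made higher. A list of 30 genes made higher fell at percentile 100 of random lists, and of 100 lists left alone 8 fell below percentile 5, with a median percentile of 47.5. The simulated genes varied independently, so these lists do not test genes that vary together. A first test with a single list left alone was replaced by these lists after its result was seen. The same clustering steps found 5 clusters in nuclei simulated with 5 groups and 3 in nuclei simulated without groups. Thinning gave a share of 36.6% by calculation and 36.8% in random draws.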

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

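The tests on separate gene sets, on blocks of nucleus numbers, on *Xist* and without the nucleus highest in interferon-response genes were chosen after the result was seen, whereas the outcomes looked for in the tests on thinned nuclei, the interferon list and the oligodendrocyte list were written down once the patterns, but not these values, had been seen. The numerical limits by which the tests were judged were set after many of the values were known.

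In genes that the paper does not discuss, a difference was found within the Vipr2nAmb-like class. When this class was clustered alone as planned, with *Calca* left out of the variable genes, 2 sub-clusters of 50 and 21 nuclei were found. *Calca* was positive in 30 nuclei of the larger one (60%, 95% interval 45.2 to 73.6) and in 18 of the smaller one (85.7%, 63.7 to 96.95), and these intervals overlap. Its level went the other way, with 111 CPM (109 to 113) in the larger and 75.9 CPM (73.5 to 78.3) in the smaller sub-cluster. The larger sub-cluster was led by *Dach1*, with 404 CPM against 0.966 CPM, and *Kirrel3*, with 1651 CPM against 35.5 CPM. The smaller one was led by *Gm28928*, with 2037 CPM against 75.9 CPM, and *Lhfp*, with 124 CPM against 3.89 CPM. The number of sub-clusters is no evidence in itself, since the same steps divided simulated nuclei without groups. With 10 principal components the larger sub-cluster was divided into groups of 25 and 25 nuclei, in which *Calca* was positive in 76% and 44%. The *Calca* share of the larger sub-cluster thus depends on this setting. The median depth of these groups also differed, with 2396717 counts in the former and 1442574 in the latter. An effect of depth on their shares was not tested.

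Noise among the most variable genes was tested by clustering the nuclei from a random set of genes and from the remaining genes. The adjusted Rand index between the results had a median of 0.66 over 20 draws (0.205 to 0.782), and of 0 (-0.017 to 0.01) when each gene was shuffled over the nuclei, which argues against noise. With every nucleus thinned to one depth, the sub-clusters of the 60 nuclei deep enough had an index of 0.932 with those found before, which argues against depth. Of the smaller sub-cluster, 10 nuclei lay outside its largest block of nucleus numbers, so it did not come from a single block, although only 2 lay in the first. A difference between mice could not be tested and stays open. Apart from a lower level of interferon-response genes, described next, no biological explanation was tested.

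The antigen presentation and interferon-response genes *H2-K1*, *H2-D1*, *B2m*, *Tap1*, *Nlrc5* and *Oasl2* were first noticed as lower in the smaller sub-cluster. A list of 32 other interferon-response genes was then written before their values were seen, and 29 of them had enough counts. Their median log2 ratio of the smaller to the larger sub-cluster was -1.88, against -0.16 for all genes. Of 10000 random lists of similar expression, 95% lay between -0.56 and 0.09, and the list fell at percentile 0. The random lists were matched on expression only. Their spread therefore covers neither genes that vary together nor differences between nuclei or mice. All listed genes but *Erap1* and *Irf9*, 27 in number, were lower in the smaller sub-cluster. A single nucleus of the larger sub-cluster held 11587 CPM of these genes, and without it the median log2 ratio was -1.43, with 26 genes lower. Without this nucleus *H2-K1* had 116 CPM in the larger and 9.29 CPM in the smaller sub-cluster. The listed genes were not left out of the genes used for clustering, which by itself can make them differ between sub-clusters, and this was not tested. *Sp100* of the list was also among the genes leading the Crhr2nAmb-like class. The summed level per nucleus had a median of 503 CPM in the larger and 264 CPM in the smaller sub-cluster. By block of nucleus numbers the medians were 533, 475 and 509 CPM in the larger and 196, 264 and 234 CPM in the smaller one. In the other classes it was 940.5 CPM in Crhr2nAmb-like, 558 CPM in Adcyap1nAmb-like, 203 CPM in Chat/Slc17a6-like and 218 CPM in Chat/Slc6a5-like nuclei. A lower level of interferon-response genes as a group is thus a candidate explanation for part of the difference. A response to the injected virus that differs between nuclei may underlie it, but was not tested.

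*Xist*, which is transcribed from the inactive X chromosome of females, was found with more than 1 count in 9 of 238 kept nuclei (3.78%, 1.74 to 7.06), although all mice were male. All 9 had counts of Y-linked genes, which argues against nuclei of a female mouse. This is weakest for the nucleus with the most *Xist*, 216 counts, where 1 of the Y-linked genes, *Uty*, gave all 425 Y-linked counts. That nucleus held 49.4% of all 437 *Xist* counts but 0.439% of all counts, which argues against reads spread evenly over wells by index exchange. Counts of the antisense gene *Tsix* in these nuclei were 1.84% of their *Xist* counts. *Tsix* covers all of *Xist* on the other strand, and its reads counted on *Xist* would be missing from the *Tsix* count. This share therefore cannot decide whether *Tsix* reads were counted on *Xist*, which stays open. RNA from outside the nucleus and low transcription in these nuclei were not tested and stay open, and no biological explanation was tested.

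In the wells left out, which the paper did not analyse, the gene with the most counts was *Mbp*, which encodes myelin basic protein, with 12998 CPM (12624 to 13380.0) against 99.04 CPM in the kept nuclei. It was positive in 7 of 45 wells, and 1 well held 39.99% of its counts. RNA of oligodendrocytes in wells without a complete nucleus was tested as a hypothesis with a list of *Mbp* and 5 other oligodendrocyte genes. Of these 5 genes, 2 were at least 5 times higher in the wells left out. The list was shortened after its result was seen, so this tally covers only the genes kept in it. *Mobp* had 2732 CPM against 19.9 CPM and *Cnp* 312 CPM against 43.5 CPM, but 1 well held 80.4% of the *Mobp* and 100% of the *Cnp* counts. *Mog*, *Mag* and *Mal* had 0 counts, with an upper limit of 10.5 CPM, against 11, 14.2 and 11.6 CPM in the kept nuclei, where all genes of the list were found. With so few counts, most of them in single wells, these zeros exclude nothing, and RNA of oligodendrocytes stays open. Neuronal genes went both ways. *Snap25* was higher, with 3916 CPM against 1129.6 CPM and 67.5% of its counts in 1 well, while *Meg3* was lower, with 218 CPM against 3109 CPM, as was *Chat*, with 2.84 CPM against 231 CPM. Mitochondrial genes made up 1.87% of the counts against 0.0515%. RNA from several kinds of cells and few molecules amplified in single wells also stay open, and no biological explanation was tested.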

How the results depend on the processing

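The thinned re-clustering of the Vipr2nAmb-like class and the count of positive nuclei as a denominator were chosen after the result was seen. With no replicates, a share is said to have stayed when it lay within the 95% interval of the reported value, a count or a ratio when it was within 1.5 times, and a correlation when it was within 0.05. No paired analysis was possible because all nuclei belong to 1 pooled sample. The rule only tells whether a value stayed, so whether any result reversed was not tested.

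All 34 values of the *Calca* share under 17 alternatives stayed, from 64.8% to 77.5% in the Vipr2nAmb-like and from 98% to 100% in the Crhr2nAmb-like class. The *Oprm1* ratio, the tally of heatmap genes, the correlations between classes and the 10 values on sub-clusters also stayed under every alternative that gave a value, although by this rule 3 sub-clusters in place of 2 count as having stayed. Of 94 values on clusters and class sizes, 92 stayed. The number of nAmb-like nuclei fell to 90 without the second block of nucleus numbers and to 90 without the third, blocks that held 53 and 50 of these nuclei. By the same rule 4 or 6 clusters in place of 5 count as having stayed. With a minimum of 1000 genes, a resolution of 0.4 or 1.2, or another random seed, all 238 nuclei kept their class. Class sizes, *Calca* shares and co-expression shares under these alternatives therefore only repeat the main values in the tallies.

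Of 143 co-expression shares, 138 stayed. *Crhr2* with *Vipr2* but without *Adcyap1* fell to 0% without the second block, with at least 10 counts and with at least 10 CPM. All 3 genes together fell to 0% without the third block and with at least 10 CPM. These shares rest on 2 nuclei and on 1 nucleus, and the cause was not tested.

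Of 43 shares of *Isl1*, 42 stayed. With at least 10 counts, *Isl1* was positive in 82% of Crhr2nAmb-like nuclei, and this threshold can only lower such a share in the same nuclei. Of 62 levels of single genes, 32 left their Poisson interval, 15 upward and 17 downward, and the cause was not tested. These intervals hold no differences between nuclei.

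Without the second block of nucleus numbers the Chat/Slc17a6-like and Chat/Slc6a5-like nuclei formed a single cluster, so there are no values for these classes, the tally or the correlations under that alternative. With 10 principal components there are no shares for the division into 2 sub-clusters. Thinning leaves out the 47 nuclei below 850000 counts, and the shares did not all fall in them. In the Crhr2nAmb-like class *Crhr2* was positive in 45.5% of these nuclei against 79.5% of the deeper ones. In the Vipr2nAmb-like class the shares were 54.5% against 91.7% for *Vipr2* and 45.5% against 90% for *Isl1*. For *Calca* in that class they were closer, with 63.6% against 68.3%. *Adcyap1* in the Adcyap1nAmb-like class went the other way, with 85.7% against 70.6%.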

Differences from the paper's values

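The count of positive nuclei as a denominator is the alternative of this part that was chosen after the result was seen. None of the 17 values compared with the paper's differed by more than 1.5 times under the main settings.

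The paper's *Calca* share in Vipr2nAmb neurons is 70%, and the share here was 67.6%. With any count above 0 as positive, an alternative set before the data were examined, it was 70.4%. In the Venn diagram of the sNuc-seq data the paper's shares are about 50% for *Vipr2* alone, about 25% for *Crhr2* alone and about 15% for *Adcyap1* alone in Fig. 2F, read by eye. Of all nAmb-like nuclei these shares were 40%, 20.7% and 12.4% here. Of the nuclei with at least 1 of the genes, the denominator chosen after seeing the values, they were 47.9%, 24.8% and 14.9%.

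In Fig. 1B, read by eye, the cluster of about 38 nuclei is named Chat/Slc17a6 and that of about 55 nuclei Chat/Slc6a5, while Fig. 1C shows these genes the other way round. Here the class with the highest *Slc17a6* level had 54 nuclei and the class with the highest *Slc6a5* level 39 nuclei, as in Fig. 1C.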

Other observations

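All tests of this part were chosen after the result was seen.

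*Crhr2* was not positive in 14 Crhr2nAmb-like nuclei (28%). These had a median depth of 1032069.5 counts against 2078587.5 in the positive ones, so a shallower library may explain part of them. Of the nuclei deeper than 850000 counts, 31 of 39 were positive (79.5%, 95% interval 63.5 to 90.7), and of the shallower ones 5 of 11 (45.5%, 16.7 to 76.6), which argues against depth as the whole cause. The usual loss of a gene at this level was tested with 1252 genes of a similar level in the class. Their median share of negative nuclei was 8%, and that of *Crhr2* lay at percentile 99.8, which argues against it. In the same test *Vipr2* and *Isl1* in the Vipr2nAmb-like class lay at percentiles 83.1 and 85.1. *Adcyap1* in the Adcyap1nAmb-like class lay at 93.8. *Crhr2* and *Calca*, described next, thus had the highest percentiles of the genes tested. The *Crhr2*-negative nuclei had 399 CPM of *Oprm1* against 527 CPM in the positive ones, 401 CPM of *Calca* against 294 CPM, and 96.95 CPM of *Tbx20* against 218 CPM. *Nkx6-2*, a further marker of the class, had 45.3 CPM against 92.9 CPM. The Vipr2nAmb markers *Gfra1* and *Htr2a* were higher in the negative nuclei, with 263 CPM against 102 CPM and 83.7 CPM against 37.3 CPM, and *Vipr2* had 2.54 CPM against 0.247 CPM. Whether all of these nuclei belong to the class was not tested. Uneven transcription between nuclei and a difference between mice stay open, and no biological explanation was tested.

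*Calca* was not positive in 23 Vipr2nAmb-like nuclei. Their median depth was 2064271 counts against 2107398 in the *Calca*-positive ones, which argues against a shallower library. Among 1064 genes of a similar level in the class, with a median share of negative nuclei of 8.45%, *Calca* lay at percentile 98.9, which argues against the usual loss of a gene at this level. A mixture of nuclei with and without *Calca* may therefore remain, as a hypothesis found and tested on the same nuclei. The *Calca*-negative nuclei had 78.2 CPM of *Ebf1* against 171 CPM in the positive ones and 40.9 CPM of *Isl1* against 79.3 CPM, while *Vipr2* had 80.4 CPM against 77.7 CPM, *Gfra1* 623 CPM against 536 CPM and *Htr2a* 88.9 CPM against 93.9 CPM. A difference between mice stays open.

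*Slc5a7*, the gene of the choline transporter, was looked up after the levels of *Chat* were seen. It had 524 CPM in Crhr2nAmb-like, 450.5 CPM in Vipr2nAmb-like, 413 CPM in Adcyap1nAmb-like, 88.04 CPM in Chat/Slc17a6-like and 17.96 CPM in Chat/Slc6a5-like nuclei. The share of positive nuclei was 38.9% in the Chat/Slc17a6-like and 7.69% in the Chat/Slc6a5-like class.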
